# Effect of the diet type and temperature on the *C. elegans* transcriptome

**DOI:** 10.18632/oncotarget.23563

**Published:** 2017-12-21

**Authors:** Eva Gómez-Orte, Eric Cornes, Angelina Zheleva, Beatriz Sáenz-Narciso, María de Toro, María Iñiguez, Rosario López, Juan-Félix San-Juan, Begoña Ezcurra, Begoña Sacristán, Adolfo Sánchez-Blanco, Julián Cerón, Juan Cabello

**Keywords:** transcriptomic analysis, physiological response, growth temperature, diet, caenorhabditis elegans, Gerotarget

## Abstract

The transcriptomes of model organisms have been defined under specific laboratory growth conditions. The standard protocol for *Caenorhabditis elegans* growth and maintenance is 20°C on an *Escherichia coli* diet. Temperatures ranging from 15°C to 25°C or feeding with other species of bacteria are considered physiological conditions, but the effect of these conditions on the worm transcriptome has not been well characterized. Here, we compare the global gene expression profile for the reference *Caenorhabditis elegans* strain (N2) grown at 15°C, 20°C, and 25°C on two different diets, *Escherichia coli* and *Bacillus subtilis*. When *C. elegans* were fed *E. coli* and the growth temperature was increased, we observed an enhancement of defense response pathways and down-regulation of genes associated with metabolic functions. However, when *C. elegans* were fed B. subtilis and the growth temperature was increased, the nematodes exhibited a decrease in defense response pathways and an enhancement of expression of genes associated with metabolic functions. Our results show that *C. elegans* undergo significant metabolic and defense response changes when the maintenance temperature fluctuates within the physiological range and that the degree of pathogenicity of the bacterial diet can further alter the worm transcriptome.

## INTRODUCTION

The reproducibility of results obtained in studies using model organisms highly depends on uniformity of growing conditions. The nematode *Caenorhabditis elegans* is widely used as a model organism in biology. The vast majority of laboratories use the *C. elegans* wild type N2 strain as reference, which was isolated by L. N. Staniland in Bristol (UK) in 1959 [1]. To minimize experimental variation, *C. elegans* growth and maintenance protocols are highly standardized. The canonical conditions for growing *C. elegans* in the lab are 20°C temperature and *E. coli* OP50 bacteria as diet [2]. 15°C–25°C temperature maintenance is however considered physiological. Temperatures outside this range are not considered physiological and have a harmful effect on the development and physiology of the worm (http://www.wormbook.org). Using physiological temperatures above and below 20°C is a common practice when performing studies with *C. elegans* in the lab and it is especially important when analyzing thermosensitive mutants or when performing RNAi assays. Temperature fluctuations are known to have a major effect on parameters that reflect the physiology of the worm such as developmental time or longevity. For instance, at 25°C, laboratory maintained wild type *C. elegans* complete the life cycle in 2.5 days, whereas at 15°C worm development slows down and the life cycle extends up to 5 days. Similarly, the mean life span of *C. elegans* kept at 16°C or at 24°C increases 60% or decreases 50%, respectively relative to worms maintained at 20°C [3]. Thus, *C. elegans* studies performed at temperatures within the 15–25^o^C physiological range may elicit different biological responses by the worm, yet results and conclusions from studies at different temperatures are often compared.

The use of *E. coli* OP50 as *C. elegans* lab diet responds to historical reasons [2]. *E. coli* was a commonly studied bacterium at the time *C. elegans* was being developed as a model organism. Since *C. elegans* is a bacteriovore, *E. coli* became a very convenient food source to maintain worms and was therefore adopted as the standard *C. elegans* lab diet. In the wild, *C. elegans* feeds on soil and rotting vegetable bacteria and *E. coli* is not a bacterium type that *C. elegans* would typically encounter [4–5].

*Bacillus subtilis*, a common soil bacterium, has been used as an alternative *C. elegans* diet in a number of *C. elegans* studies [6–11]. *B. subtilis* has a similar caloric and nutrition content as *E. coli* [11]. High-energy demanding metabolic processes such as egg production and developmental growth are comparable when worms are fed *E. coli* or *B. subtilis* [11]. Interestingly, the mean life span of *E. coli* fed worms maintained at 20°C has been shown to be around 17 days, compared to 27 days for *B. subtilis* fed worms maintained at the same temperature [6, 8]. In addition, these diets appear to induce death to the worms through different causes [8]. In fact, genetic and environmental interventions that alter *C. elegans* longevity by affecting metabolism, immune system or stress resistance, do not always lead to same effects when worms are fed *E. coli* or *B. subtilis* [11].

In this report we sought to evaluate the impact that different types of commonly used laboratory conditions can exert on worm transcriptome and physiology and therefore their influence in experimental results. To do this, we analyzed the transcriptomic profiles of adult *C. elegans* N2 nematodes grown at 15°C, 20°C and 25°C when fed two different bacterial diets, *E. coli* and *B. subtilis*. By comparing gene expression signatures obtained under these maintenance conditions, we found that diet differences had a strong influence on the transcriptomic pattern of the worm. Interestingly, the effect of temperature on the transcriptome of *E. coli* fed worms was opposed to the effect of the same temperature on *B. subtilis* fed worms. For instance, analysis of biological process enrichment on the differentially expressed genes revealed that *E. coli* fed worms maintained at 25°C led to an up-regulation of genes involved in defense response and down-regulation of genes involved in metabolism. In contrast, maintaining *B. subtilis* fed worms at 25°C caused an up-regulation of genes involved in metabolic processes and a down-regulation of defense response pathways.

In summary, our work highlights major *C. elegans* transcriptomic response differences when animals are maintained at three physiologically accepted temperatures, 15°C, 20°C and 25°C, and fed two different diets, *E. coli* and *B. subtilis*. Gene expression differences revealed significant metabolic adaptation mechanisms of the worm when confronted with physiologically higher or lower temperatures. Moreover up-regulation of defense response genes was observed when worms were fed *B. subtilis*, regardless of the temperature at which worms were kept. Altogether, our data suggest that *C. elegans* undergo significant metabolic and defense response changes when maintenance temperature fluctuates within the physiologically accepted experimental range.

## RESULTS

### Transcriptomic analyses reveal diet and temperature dependent gene expression

To examine the gene expression pattern of WT worms grown at different physiological temperatures we performed global mRNA-seq by deep sequencing using Illumina technology. 

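Wild-type N2 worms, the reference strain of *C. elegans*, were sequenced in 18 libraries, 3 biological replicates for each of the 6 combinations of diet and temperature. The worms were collected on day 1 of adulthood, after 120 h of growth at 15°C, 84 h at 20°C and 60 h at 25°C. Messenger RNA was made into unstranded libraries and sequenced from both ends of each fragment. The authors trimmed the reads, aligned them to the WBcel235 genome with TopHat2, and counted with featureCounts the fragments that fell on the exons of each of 46739 genes, regardless of strand and without fragments that matched several places or several genes. The deposited values are these counts, without normalization. Between 2436350 and 5396913 fragments per sample were counted on genes, with a median of 4935602 on *E. coli* and 3722618 on *B. subtilis*. All *E. coli* samples but 1 were deeper than every *B. subtilis* sample. The 10 genes with the most counts took between 6.27% and 8.28% of a sample's counts, and between 63.43% and 66.52% of the listed genes had no count in a sample. Replicates are labelled 1, 2 and 3 in 4 of the conditions, and 1, 2 and 4 in *B. subtilis* at 20°C and at 25°C.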

Illumina platforms have been successfully used in *C. elegans* for both, genome sequencing [26–27] as well as transcriptomic analysis [28]. Synchronized populations of adult worms were maintained at either 15°C, 20°C or 25°C and in two different diets, *E. coli* OP50 and *B. subtilis* PY79 (Figure 1A). Worms were kept on their respective experimental conditions for at least 3 generations prior to performing the mRNA-seq experiments (see Material and Methods). Once the worms were collected, mRNA was purified from the samples and processed for sequencing. Raw sequence data generated in this study are available at the Gene Expression Omnibus (GEO) data repository (Accession number GSE101524). mRNA reads were aligned to the *C. elegans* N2 reference genome (release WB235.85) (http://www.ensembl.org/Caenorhabditis_elegans/Info/Index). After read count on gene features (FeatureCounts software, http://subread.sourceforge.net/), quantitative analysis of differential expression between conditions was performed by following the SARTools pipeline (https://github.com/PF2-pasteur-fr/SARTools) (see Materials and Methods for details).

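For the values given beside the conclusions, the 14033 genes with at least 1 CPM (the count relative to the library total) in at least 3 samples were fitted in a model of all 18 samples with a mean for each of the 6 conditions. A gene was called when edgeR's quasi-likelihood test after TMM normalization and DESeq2's Wald test both gave a Benjamini-Hochberg adjusted p under 0.05 with a change in the same direction. Log2 fold changes, their standard errors and adjusted p-values are edgeR's unless stated. On simulated counts with 200 changed genes, 168 were called in the right direction and 11 unchanged genes were called. The simulated changes were of 1 or 2 in log2, in *E. coli* at 25°C only, in genes well above the low-count filter. Each gene had the same dispersion in every condition. These rates therefore do not cover smaller changes, genes near the filter or the wider spread at 20°C. The spread between replicates differed among conditions. The biological coefficient of variation was 0.093 for *E. coli* at 25°C and 0.094 for *B. subtilis* at 25°C, 0.121 and 0.146 at 15°C, and 0.188 and 0.267 at 20°C. Because replicate numbers are shared between conditions, the deviations of the samples from their condition means were compared. Their mean correlation was 0.0228 between samples with the same replicate number and -0.0097 between samples with different numbers (exact permutation test over 46656 relabellings, p = 0.264), so no pairing of the replicates was detected. Counts of genes from a fit with the replicate number as a block are nevertheless given beside those without it. The pairing check and the block follow the sample labels, which give number 4 to the third *B. subtilis* replicate at 20°C and at 25°C. Figure 1C gives it number 3, and that numbering was not tried.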

**Figure 1:**
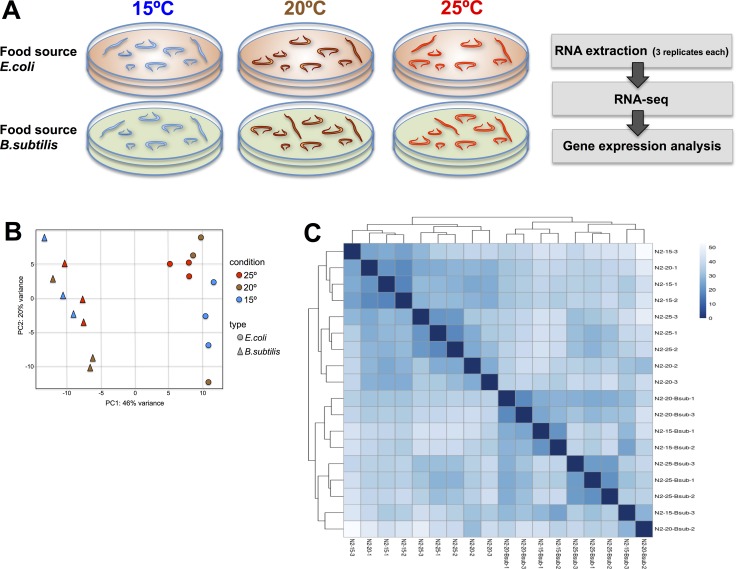
Transcriptional effect of diet and temperature on *C.elegans* (**A**) Strategy for transcriptional profiling. Synchronous 1 day old adult worms maintained at 15°C, 20°C or 25°C and fed either *E. coli* or *B. subtilis* were collected. RNA extraction and deep-sequencing was performed using commercial kits and Illumina platform using three biological replicates per condition. Analysis on differential gene expression data was performed as described in Material and Methods. (**B**) Principal Component Analysis (PCA) plot based on DESeq2 regularized log2 transformation (rld) data. The 18 samples shown in the 2D plane spanned by their first two principal components. Temperature growing condition (color) and food type (plotting symbol) are specified. PC1 shows a clear separation between transcriptomes of worms maintained on the different diets while a modest separation is observed for worms maintained on different temperatures. (**C**) Sample-to-sample distance heatmap showing the Euclidean distances (calculated from the rld data) between the worm samples. Upper and left-side dendrograms show samples grouped by diet type.

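The regularized log2 values of the 500 most variable genes were used for the principal components. PC1 held 46.68% of the variance, PC2 19.82% and PC3 16.19%. Diet accounted for 94.53% of the variance along PC1 and 2.83% along PC2, whereas temperature accounted for 0.37% along PC1, 9.85% along PC2 and 82.41% along PC3. The 9 *E. coli* samples had PC1 scores from -12.5 to -5.71 and the 9 *B. subtilis* samples from 4.67 to 11.19. Along PC2 the replicates of a condition lay apart, with scores of 5.96, -11.23 and 8.04 for *B. subtilis* at 20°C. When all tested genes entered the calculation, the share of PC1 fell to 30.38%, and with each sample left out in turn it stayed between 44.85% and 49.27%. From the separation along PC1, the paper concludes that diet divides the transcriptomes clearly and temperature only modestly.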

Gene expression data were normalized by a negative binomial distribution model by using DESeq2 and EdgeR implementations and compared in pairs to analyze the effect of the two variables of this study: diet (*E. coli* and *B. subtilis*) and growth temperature (15°C, 20°C, and 25°C). Common up- and down-regulated genes determined by both methodologies were used for annotation, GO and KEGG analyses.

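Both methods were run on the same 14033 genes. Between 25°C and 15°C, 497 genes were called higher and 490 lower at 25°C on *E. coli*, and 1116 higher and 1022 lower on *B. subtilis*. edgeR alone called 575 genes higher and 506 lower on *E. coli*, and DESeq2 alone called 545 and 678. On *B. subtilis*, edgeR alone called 1287 and 1070, and DESeq2 alone called 1188 and 1168. With the replicate number as a block, 410 and 418 genes were called on *E. coli* and 833 and 727 on *B. subtilis* (pairing check, exact permutation p = 0.264). Of all alternatives, leaving out replicate 1 of *E. coli* at 25°C changed the *E. coli* numbers most, to 235 genes higher and 194 lower.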

We used two different clustering methods to analyze transcriptomic similarities between worms maintained on the different temperature and diet conditions. Interestingly, we found a strong transcriptomic correlation for worms fed the same diet independently of the temperature in which they were maintained. 

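Euclidean distances were computed on the regularized log2 values of all tested genes. Replicates of a condition were at a mean distance of 21.72 ± 5.98 (SD, 18 pairs), samples on the same diet at different temperatures at 27.47 ± 4.64 (SD, 54 pairs), and samples on different diets at the same temperature at 31.7 ± 4.57 (SD, 27 pairs). The ratio of the mean distance between diets at the same temperature to that between temperatures on the same diet was 1.154, the largest of all 8000 assignments of the diet labels within temperatures (exact permutation test, p = 0.00025, the smallest the design allows). Only the diet labels were permuted, so the test detects a diet effect and does not test whether diet outweighs temperature. Clustering into 2 groups placed 18 of 18 samples with their diet, and the nearest neighbor of every sample had the same diet. Distances between temperatures on the same diet and between diets at the same temperature overlapped, from 15.98 to 37.22 and from 25.09 to 41.52. The diets lay 34.27 apart at 15°C, 33.26 at 20°C and 27.56 at 25°C, and on *B. subtilis* the samples at 15°C and 25°C lay 32.47 apart. Computed on log2 CPM with a prior count of 2, the ratio fell to 1.069, and on the 500 most variable genes it rose to 1.416. From this grouping, the paper concludes that worms fed the same diet have closely correlated transcriptomes whatever the temperature.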

The diet correlation was significantly stronger than the correlation observed for worms maintained at the same temperature (Figure 1B and 1C). These data indicate that diet type has a greater effect than physiological temperature variations on the worm transcriptome.

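Over the regularized log2 values of all tested genes, diet held 28.72% of the sum of squares, temperature 22.88%, the diet by temperature interaction 10.21% and differences within conditions 38.18%. Between the diets, 789 genes were higher on *E. coli* and 551 on *B. subtilis* at 15°C, 264 and 495 at 20°C, and 202 and 405 at 25°C. With the replicate number as a block, these numbers were 691 and 454, 140 and 342, and 90 and 269 (exact permutation p = 0.264 for the pairing of replicates). Fits restricted to the 6 samples of each comparison changed the 20°C numbers most, to 54 and 195. The paper takes the closer grouping by diet as evidence that diet has the greater effect on the worm transcriptome.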

### Experimental validation of mRNA-sequencing results

To validate the mRNA deep sequencing results, we selected three representative genes with significant differential expression when worms were maintained at 15°C or at 25°C (T05E11.9, *nex-1* and D2045.2) and tested the levels of expression of these genes by quantitative Real Time PCR (RT-qPCR) [29]. In all cases we confirmed the direction and magnitude of the expression change observed by deep sequencing (Figure 2A).

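The deep sequencing values of these genes are given here, and the RT-qPCR values are not in the files analysed here. T05E11.9 (WBGene00014505), on chromosome IV of WBcel235 from 11106418 to 11107579, is annotated as a noncoding RNA. On *E. coli* it had 59.44 ± 18.13 CPM at 15°C, 94.22 ± 17.58 at 20°C and 183.73 ± 27.24 at 25°C (SD, n = 3 each). Its log2 fold change from 15°C to 25°C was 1.63 (standard error 0.26, adjusted p = 0.00071 in edgeR) on *E. coli* and 1.98 (standard error 0.27, adjusted p = 0.00013 in edgeR) on *B. subtilis*. From 20°C to 25°C it was 0.96 on *E. coli* (adjusted p = 0.043 in edgeR) and 0.97 on *B. subtilis* (adjusted p = 0.057 in edgeR), where the gene was not called. The annexin gene *nex-1* (WBGene00003588, chromosome III, 5225621 to 5226804) had 185.21 ± 12.42 CPM at 15°C and 269.54 ± 14.01 at 25°C on *E. coli* (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.1, adjusted p = 0.0021 in edgeR). On *B. subtilis* its log2 fold change was 0.41 (standard error 0.1, adjusted p = 0.0082 in edgeR). D2045.2 (WBGene00008422, listed as *ecps-1* in the annotation, chromosome III, 10452681 to 10460550) had 122.54 ± 15.13 CPM at 15°C and 254.7 ± 7.62 at 25°C on *E. coli* (SD, n = 3 each). Its log2 fold changes were 1.06 on *E. coli* and 1.18 on *B. subtilis* (standard error 0.09 each, adjusted p = 1.4e-06 and 5.3e-07 in edgeR). Leaving out replicate 3 of *B. subtilis* at 15°C moved T05E11.9 most, to 2.42 on that diet, and for T05E11.9 from 20°C to 25°C on *E. coli* 9 of the 18 fits that left out a sample no longer called the gene. With the replicate number as a block, that comparison gave 0.97 (adjusted p = 0.06 in edgeR), and no pairing of replicates was detected (exact permutation p = 0.264). The paper concludes that the direction and magnitude of the changes seen by deep sequencing hold by RT-qPCR as well.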

**Figure 2:**
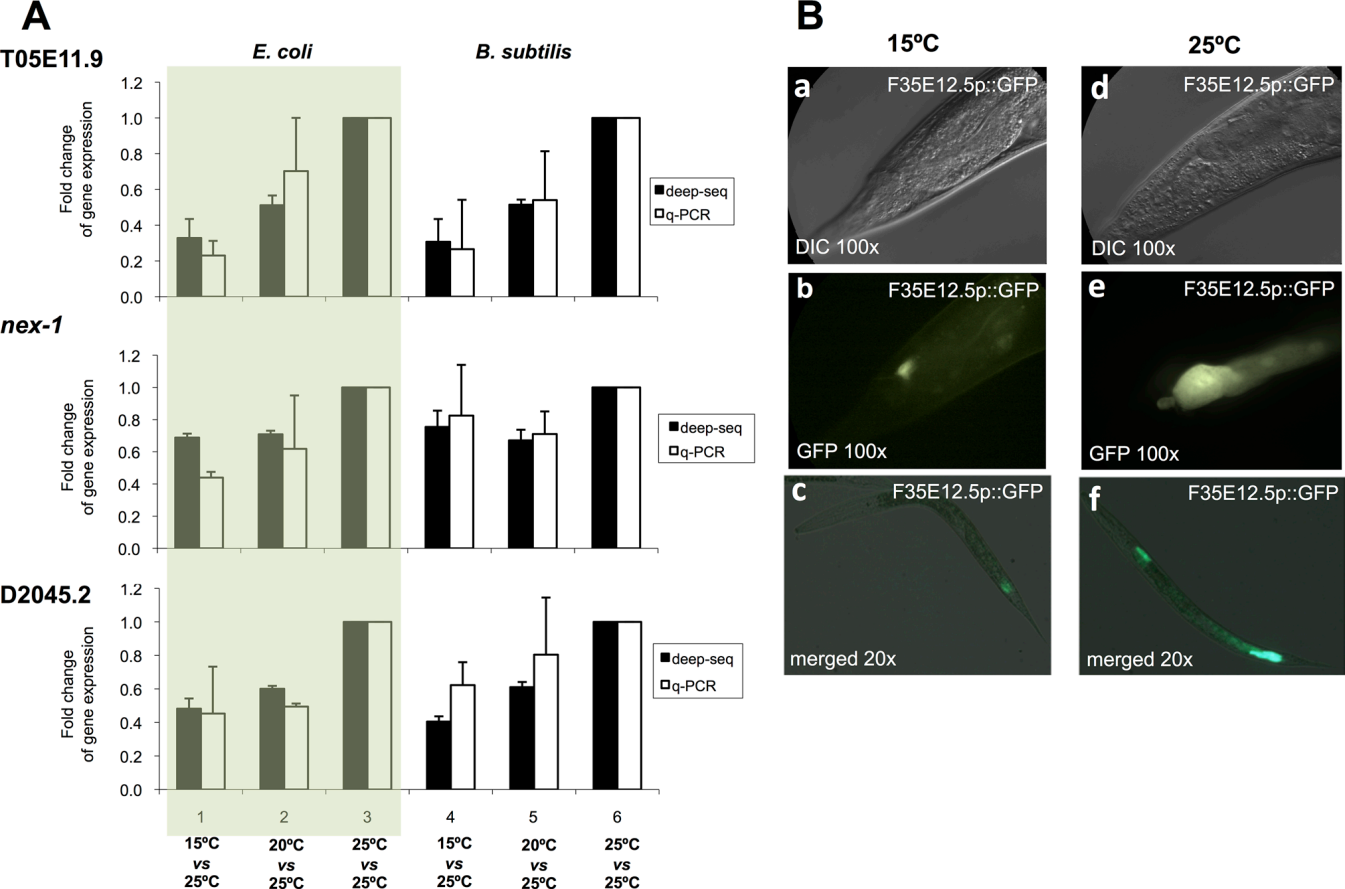
Validation of mRNA-sequencing results (**A**) Gene expression quantification by deep-sequencing (dark bars) and RT-qPCR (light bars) for three genes, T05E11.9, *nex-1*, and D2045.2, which display a significant differential expression at different physiological temperatures. Bars represent fold change for gene expression when worms were maintained at 15°C versus 25°C, or at 20°C versus 25°C. 25°C versus 25°C is used as control. Experiments 1, 2, 3 were performed using an *E. coli* diet and experiments 4, 5, 6 were performed using a *B. subtilis* diet. Each bar represents 3 biological replicates. Results are expressed as the mean ± SEM. (**B**) GFP expression of transgenic worms carrying an integrated GFP transcriptional reporter for F35E12.5 at 15°C (a, b, c) and at 25°C (d, e, f). Detail of the worm tail when maintained at 15°C using Nomarski optics (a) or fluorescence (b) and when maintained at 25°C using Nomarski optics (d) or fluorescence (e). Merged Nomarski/fluorescence channels showing entire worm bodies of worms maintained at 15°C (c) or at 25°C (f).

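In the sequenced wild-type worms, *irg-5* (WBGene00009429, F35E12.5), on chromosome V of WBcel235 from 13737007 to 13738471, had 3.61 ± 1.19 CPM at 15°C and 14.82 ± 5.49 at 25°C on *E. coli* (SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.27, adjusted p = 0.00016 in edgeR). On *B. subtilis* it had 7.33 ± 1.59 CPM at 15°C and 116.84 ± 9.74 at 25°C (SD, n = 3 each), a log2 fold change of 3.99 (standard error 0.25, adjusted p = 2.7e-08 in edgeR). Across fits that each left out a sample, the log2 fold change lay between 1.68 and 2.28 on *E. coli* and between 3.86 and 4.18 on *B. subtilis*. The fluorescence of the reporter strain is not in the files analysed here.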

To further validate our results, we obtained a transcriptional GFP reporter strain for the defense response gene *irg-5* (F35E12.5) that showed increased expression when worms were maintained at 25°C relative to worms maintained at 15°C. We observed these worms under the microscope at both temperatures and as predicted by the mRNA deep sequencing results, GFP levels were higher for worms maintained at 25°C than for worms maintained at 15°C (Figure 2B).

### Transcriptomic effect of growth temperature variations when *C. elegans* are fed the *E. coli* or the *B. subtilis* diet

We wanted to explore the impact on the transcriptome of maintaining *C. elegans* at physiologically high or low temperatures (25°C or 15°C) compared to the standard (20°C) lab growing condition. To do this, we first performed pairwise comparisons of gene expression data sets obtained from worms fed the same diet but maintained at different temperatures. 

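On the *E. coli* diet, 497 genes were called higher at 25°C than at 15°C, 253 were higher at 25°C than at 20°C, and 167 were higher than at both. Of the 167, 166 were not called between 15°C and 20°C. Their median log2 fold change was 1.48 from 15°C to 25°C, 1.27 from 20°C to 25°C and 0.14 from 15°C to 20°C. Only 14 genes were called in either direction between 15°C and 20°C on this diet, where the spread between replicates at 20°C was the largest. A fit with the replicate number as a block gave 142 such genes, and the check for pairing had an exact permutation p of 0.264. Leaving out replicate 1 at 25°C had the largest effect, with 105 genes.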

When *C. elegans* were fed the *E. coli* diet, we observed 571 genes with significantly increased expression for worms kept at 25°C compared to worms kept at 15°C. Of these, 184 genes also showed increased expression when worms kept at 25°C were compared to worms kept at 20°C. 183 out of the 184 genes retained the same expression level at 15°C or at 20°C but up-regulated their expression at physiologically hot temperature (25°C). 

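Of the genes that Supplementary Table 1 lists, 178 could be matched to an identifier in the files. All 178 were higher at 25°C than at 15°C on *E. coli*, with a median log2 fold change of 1.54, 148 were called between these temperatures, and 140 were among the 166 genes found here. The authors chose these genes from the same libraries, so the shared direction was largely fixed by that choice. The same holds for the other supplementary tables below. F40D4.13 (WBGene00009572, chromosome V, 17156033 to 17157254), *bath-13* (WBGene00018223, chromosome II, 2520965 to 2522044) and C55C3.3 (WBGene00016953, chromosome IV, 5685293 to 5688304) changed most among the listed genes that were called with no overlap between the replicates. F40D4.13 rose from 0.14 ± 0.12 to 15.98 ± 1.86 CPM (SD, n = 3 each), a log2 fold change of 6.58 (standard error 0.56, adjusted p = 1.4e-06 in edgeR). The log2 fold change of *bath-13* was 4.84 (standard error 0.48, adjusted p = 6.4e-06 in edgeR) and that of C55C3.3 was 4.53 (standard error 0.38, adjusted p = 1.4e-06 in edgeR). Without replicate 2 at 15°C, the log2 fold change of F40D4.13 was 6.02, the value farthest from that of the full fit.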

We named these genes “exclusively hot” genes (Figure 3A and Supplementary Table 1). The rest of the genes (387) that showed significantly increased expression when worms were kept at 25°C relative to 15°C, but did not show differences when worms were maintained at 20°C or 25°C, were referred to as “false hot” genes. 

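The remaining 330 genes higher at 25°C than at 15°C on *E. coli* were not called higher at 25°C than at 20°C. Their median log2 fold change was 0.81 from 15°C to 25°C, and 0.32 from 20°C to 25°C, where 321 of the 330 were above 0. Among the genes listed in Supplementary Table 2, 378 were matched, all 378 were higher at 25°C, and 230 were among the 330. Y73B6BL.12 (WBGene00022236, chromosome IV, 6317047 to 6317457) had a log2 fold change of 4.32 (standard error 0.61, adjusted p = 0.00026 in edgeR) and *ilys-2* (WBGene00016669, chromosome IV, 2467681 to 2468879) of 3.25 (standard error 0.95, adjusted p = 0.044 in edgeR). *hsp-16.41* (WBGene00002018, chromosome V, 1805233 to 1805875) had 3.09 (standard error 0.8, adjusted p = 0.024 in edgeR), but it belongs to a family of near-identical genes. Fragments that matched several of these genes were not counted, and its value is uncertain. For *ilys-2*, 13 of the 18 fits that left out a sample no longer called the gene. The replicate number as a block gave 268 false hot genes, with an exact permutation p of 0.264 for the pairing, and the fit without replicate 1 at 25°C gave 130.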

We observed down-regulation of these “false hot” genes when worms maintained at 15°C were compared to either worms kept at 20°C or at 25°C (Figure 4A and Supplementary Table 2).

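Of the 330 false hot genes on *E. coli*, 3 (0.91%, Wilson 95% confidence interval 0.31 to 2.64) were also called lower at 15°C than at 20°C. The direction was the same for 323 of the 330, with a median log2 fold change of 0.41 from 15°C to 20°C. DESeq2 alone gave the largest share, 3.74%, and the fit with the replicate number as a block gave 0% (no pairing detected, exact permutation p = 0.264). From the lower expression at 15°C, the paper classes these genes as down-regulated at that temperature.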

**Figure 3:**
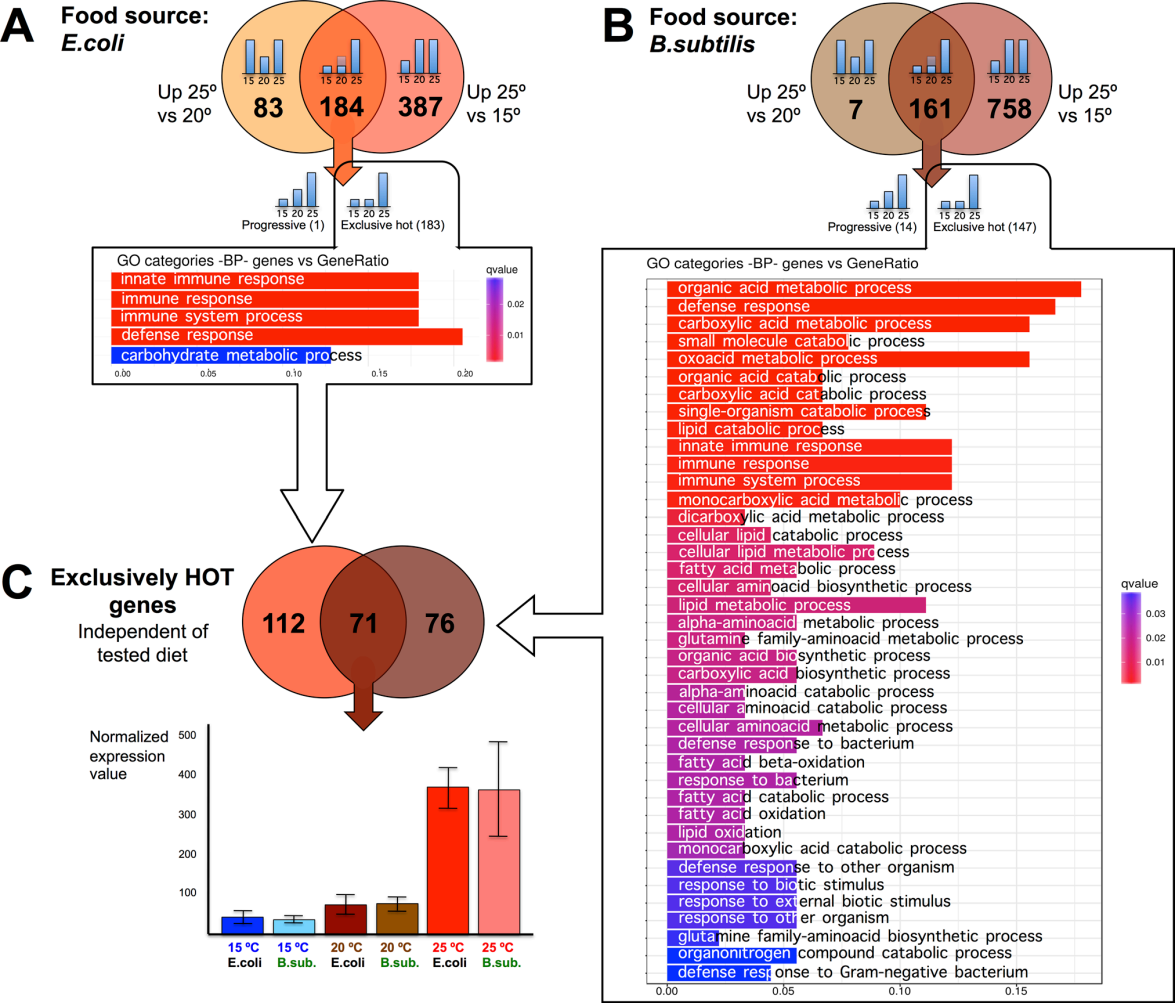
*C. elegans* gene up-regulation at physiologically hot temperature (**A**) Pair comparisons of gene expression in nematodes fed *E.coli* at different temperatures shows that 184 genes exhibit significantly higher expression at 25°C than at 20°C and 15°C. Out of them, 183 genes named “exclusively hot”, kept the same expression level at cold (15°C) or standard growth temperatures (20°C) but up-regulate their expression at physiologically hot temperatures (25°C). This exclusively hot response in worms fed on *E. coli* showed an up-regulation of genes related mainly to defense response pathways. Gene Ontology (GO) Biological Processes (BP) vs number of genes within each category appears represented in color bars, one bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories and the color indicates the statistical significance, from those with high significant expression difference (red) to those with lower expression difference (blue). (**B**) Pair comparisons of gene expression in nematodes fed *B. subtilis* at different temperatures shows that 161 genes exhibit significantly higher expression at 25°C than at 20°C and 15°C. Out of them, 147 genes named “exclusively hot”, kept the same expression level at cold (15°C) or standard growth temperatures (20°C) but up-regulate their expression at physiologically hot temperatures (25°C). This exclusively hot response in worms fed on *B. subtilis* showed an up-regulation of genes enriched for several functions such as defense response and metabolism of organic acids, lipids and amino acids. Gene Ontology (GO) Biological Processes (BP) vs number of genes within each category appears represented in color bars, one bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories and the color indicates the statistical significance, from those with high significant expression difference (red) to those with lower expression difference (blue). (**C**) 71 genes show an exclusively hot response independently of the tested diet. However, its Gene Ontology analysis did not show an obvious enrichment for any biological functions beyond the fact of having been up-regulated at 25°C. For the rest of the genes, the exclusive hot response was specific for the *E. coli* diet (112 genes) or specific for the *B. subtilis* diet (76 genes). Expression profile for this set of 71 genes is exemplified in the histogram. There are no significant differences at 15°C or 20°C but a significant upregulation at 25°C, in both diets.

**Figure 4:**
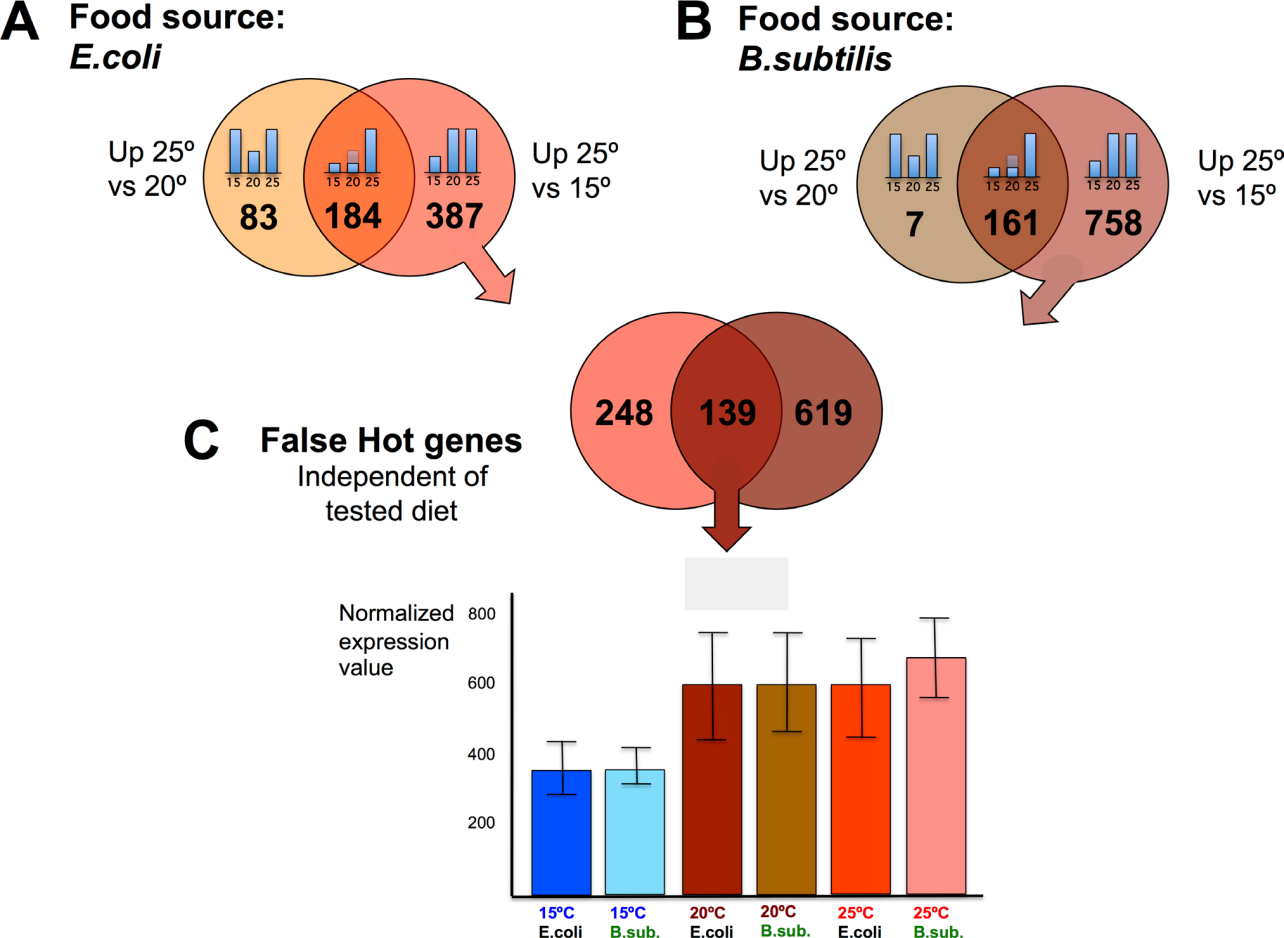
*C. elegans* gene down-regulation at physiologically cold temperature (**A)** *E. coli* fed worms showed 387 genes with significantly higher expression when worms were maintained at 25°C relative to worms maintained at 15°C, but did not show differences relative to worms maintained at 20°C. These 387 genes were referred to as “false hot” genes in an *E. coli* diet. (**B**) *B. subtilis* fed worms showed 758 genes with significantly higher expression when worms were maintained at 25°C relative to worms maintained at 15°C, but did not show differences relative to worms maintained at 20°C. These genes were referred to as “false hot” genes in a *B. subtilis* diet. (**C**) 139 genes behaved as “false hot” genes independently of the tested diet. Expression pattern for this set of genes is exemplified in the histogram. There are no significant differences at 20°C or 25°C but a significant downregulation at 15°C, in both diets.

The same pairwise comparisons described above were performed for *B. subtilis* fed worms (Figure 3B). When fed this diet, we observed 919 genes with significantly increased expression for worms kept at 25°C compared to worms kept at 15°C. 161 genes of the 919 also showed increased expression when worms were kept at 25°C relative to 20°C. 147 out of the 161 genes kept the same expression level when worms were maintained at 15°C or at 20°C but up-regulated their expression at 25°C. These genes were referred to as “exclusively hot” genes (Figure 3B and Supplementary Table 3). 

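On the *B. subtilis* diet, 1116 genes were called higher at 25°C than at 15°C, 203 were higher at 25°C than at 20°C, and 193 were higher than at both. Of the 193, 184 were not called between 15°C and 20°C, and their median log2 fold change from 15°C to 25°C was 1.49. From Supplementary Table 3, 143 genes were matched, all higher at 25°C than at 15°C, and 112 of them were among the 184. WBGene00014562 (chromosome V, 18780490 to 18782605), WBGene00219304 (chromosome IV, 3898478 to 3899806) and WBGene00050946 (chromosome V, 19768261 to 19770929), all annotated as pseudogenes, changed most among the listed genes called with no overlap between the replicates. WBGene00014562 rose from 0.09 ± 0.15 to 6.46 ± 1.41 CPM (SD, n = 3 each), a log2 fold change of 5.78 (standard error 0.65, adjusted p = 1.9e-05 in edgeR). The values for pseudogenes are uncertain. Fragments that also matched the genes they resemble were not counted, and misplaced fragments of those genes could not be excluded. Restricting each fit to the compared conditions reduced the set from 184 to 63 genes, the largest change, while the replicate number as a block gave 147 (pairing of replicates, exact permutation p = 0.264).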

Most of the genes that showed a significantly increased expression when *B. subtilis* fed worms were maintained at 25°C relative to when worms were maintained at 15°C can be considered as “false hot” genes. 

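False hot genes on *B. subtilis* numbered 923 of the 1116, with a median log2 fold change of 1.09 from 15°C to 25°C and 0.44 from 20°C to 25°C. Supplementary Table 4 lists 744 genes that could be matched. All 744 were higher at 25°C here, and 581 were in the set of 923. C25G4.7 (WBGene00007734, chromosome IV, 12456913 to 12458561) had no counts at 15°C and 3.05 ± 0.8 CPM at 25°C (SD, n = 3 each), *ilys-2* rose from 3.93 ± 0.82 to 131.38 ± 76.11 CPM (SD, n = 3 each), and F40G9.15 (WBGene00077531, chromosome III, 181561 to 182981) from 0.18 ± 0.15 to 6.23 ± 1.88 CPM (SD, n = 3 each). Without replicate 2 at 15°C, the false hot genes numbered 436, and with the replicate number as a block 682 (exact permutation p of pairing 0.264).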

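Among the 923 false hot genes on *B. subtilis*, 37 (4.01%, Wilson 95% confidence interval 2.92 to 5.48) were called lower at 15°C than at 20°C as well. The median log2 fold change from 15°C to 20°C was 0.61, and 911 of the 923 genes were above 0, a direction that the choice of genes favors. The share depended most on the method, and reached 12.34% with DESeq2 alone. With the replicate number as a block it was 3.23% (pairing check, exact permutation p = 0.264). As on *E. coli*, the paper reads these genes as down-regulated at 15°C.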

These genes were down-regulated when worms were kept at 15°C compared to when worms were kept at either 20°C or at 25°C (Figure 4B and Supplementary Table 4).

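Gene Ontology annotation is not in the files analysed here, and gene families defined by the prefix of the gene symbol were used in its place. The defense families comprised C-type lectins, lysozymes, saposin-like proteins, infection response genes and antimicrobial peptides, with 168 genes tested, and the metabolism families comprised enzymes of fatty acid and aldehyde metabolism, with 92 genes tested. Of the 166 exclusively hot genes on *E. coli*, 9 (5.42%) belonged to the defense families, against 1.2% of the tested genes (Fisher's exact test, adjusted p = 0.00243 over 546 pairs of set and family). C-type lectins made up 7 of them (Fisher's exact test, adjusted p = 0.00316). Metabolism genes numbered 4 (Fisher's exact test, adjusted p = 0.164), among them 3 of the 7 fatty acid desaturases tested (Fisher's exact test, adjusted p = 0.000909). Of the 178 matched genes in Supplementary Table 1, 11 belonged to the defense families and 5 to the metabolism families (Fisher's exact test, p = 9.67e-06 and 0.00628, without correction). The paper concludes that heat activates defense response pathways on this diet and, to a lower extent, carbohydrate metabolism.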

We analyzed the identity of the “exclusively hot” genes for *E. coli* fed worms and their function by Gene Ontology analysis and observed up-regulation of genes involved in transcriptional activation of defense response pathways and, to a lower extent up-regulation of genes involved in carbohydrate metabolism (Figure 3A). When worms were fed an *E. coli* diet, the “exclusively hot” gene up-regulation was involved in defense response pathways. However, on a *B. subtilis* diet, the “exclusively hot” genes were enriched in genes related to metabolism of organic acids, lipids and amino acids (Figure 3B). 

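Of the 184 exclusively hot genes on *B. subtilis*, 5 (2.72%) were in the metabolism families (Fisher's exact test, p = 0.0072, adjusted p = 0.0587), an enrichment that did not pass the correction for 546 pairs of set and family. Within these families, 2 of the 7 lipase-like genes with the prefix *lipl* were in the set (Fisher's exact test, p = 0.00344, adjusted p = 0.0324). The defense families contributed 3 of the 184 genes (1.63%, Fisher's exact test, p = 0.486). Among the 143 matched genes of Supplementary Table 3, 7 were metabolism genes and 6 were defense genes (Fisher's exact test, p = 4.19e-05 and 0.00747, without correction). The false hot genes on this diet held 16 metabolism genes of 923 (Fisher's exact test, adjusted p = 0.00399) and 29 defense genes (adjusted p = 4.31e-05 by the same exact test). From the Gene Ontology terms of the exclusively hot genes, the paper concludes that on *B. subtilis* heat acts on the metabolism of organic acids, lipids and amino acids. The legend of its Figure 3B names defense response among the enriched functions as well.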

We found 71 “exclusively hot” genes whose up-regulation was independent of the diet (Figure 3C and Supplementary Table 5). 

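On both diets, 80 genes were exclusively hot, 86 were so only on *E. coli* and 104 only on *B. subtilis*. The median log2 fold change of the 80 from 15°C to 25°C was 1.71 on *E. coli* and 1.77 on *B. subtilis*, and from 15°C to 20°C it was 0.32 and 0.25. Of the 69 matched genes in Supplementary Table 5, all 69 were higher at 25°C on average over the diets, and 58 were among the 80. WBGene00014562 had log2 fold changes of 4.03 and 5.78, WBGene00219304 of 2.83 and 5.37, and the noncoding RNA gene F40G9.20 (WBGene00195034, chromosome III, 178876 to 178895) of 4.39 and 3.52 on *E. coli* and *B. subtilis* (standard errors from 0.44 to 0.65, adjusted p from 1.2e-05 to 0.00059 in edgeR). The annotated F40G9.20 spans only 20 bases. Fragments counted on it reach beyond it and may belong to a longer transcript, so its values are uncertain. A restriction of the fits to the compared conditions changed the number of common genes most, to 40. A block for the replicate number gave 66 (pairing not detected, exact permutation p = 0.264).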

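None of the gene families tested was enriched in the 80 genes common to both diets. Defense families contributed 1 gene (1.25% of the set, against 1.2% of the tested genes) and metabolism families 0. The smallest adjusted p belonged to the infection response genes, with 1 of 8 tested genes in the set (Fisher's exact test, p = 0.0447, adjusted p = 0.274).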

Gene ontology analysis of these genes did not show an obvious enrichment for any biological functions. However, the presence of a statistically significant (RF: 46.5, *p* < 1.6e-105) common “exclusively hot” gene response suggests the existence of a transcriptional regulatory mechanism to help *C. elegans* adapt to physiologically hot temperatures (25°C).

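With 166 and 184 exclusively hot genes among 14033 tested, 2.18 common genes would be drawn by chance, and 80 were found. The representation factor was 36.75 (hypergeometric test, exact p = 1.26e-111). For the universe of every gene with at least 1 count, the factor rose to 58.16, the largest change, and it fell to 26.62 when genes with at least 10 counts in every sample were used. With the replicate number as a block it was 44.37 (pairing of replicates, exact permutation p = 0.264). From the excess of common genes, the paper proposes a transcriptional mechanism by which *C. elegans* adapts to 25°C.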

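On *E. coli*, 490 genes were called higher at 15°C than at 25°C and 9 were higher at 15°C than at 20°C. Of these, 4 were higher at 15°C than at both other temperatures, and none of the 4 was called between 20°C and 25°C. Their median log2 fold change was -1.47 from 15°C to 25°C and -2.06 from 15°C to 20°C. The number was sensitive to the samples and the method. It rose to 16 with DESeq2 alone and also without replicate 1 at 20°C, and was 1 when the fits held only the compared conditions. The replicate number as a block gave 2 genes (pairing, exact permutation p = 0.264).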

To characterize the transcriptomic response of worms to physiologically cold temperatures (15°C), we performed similar analyses as the ones outlined above for worms grown at 25°C. When fed an *E. coli* diet, we observed 665 genes with significantly increased expression for worms maintained at 15°C relative to 25°C. 35 of the 665 genes also showed increased expression at 15°C relative to 20°C. 29 of the 35 genes did not show significant differences when worms were maintained at 20°C or at 25°C but up-regulated their expression when the animals were kept at physiologically cold temperature (15°C). 

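All 28 matched genes of Supplementary Table 6 were lower at 25°C than at 15°C on *E. coli*, with a median log2 fold change of -0.85. Of the 28, 18 were called between these temperatures and 4 were exclusively cold here. The aspartyl protease gene *asp-12* (WBGene00017678, chromosome V, 8269254 to 8272058) had 60.23 ± 27.5 CPM at 15°C and 5.43 ± 1.04 at 25°C (SD, n = 3 each), a log2 fold change of -3.48 (standard error 0.48, adjusted p = 0.00018 in edgeR). For *exh-1* (WBGene00016474, chromosome V, 3157095 to 3157870) the log2 fold change was -2.61 (standard error 0.29, adjusted p = 1.8e-05 in edgeR), and for the cathepsin B-like gene *cpr-8* (WBGene00021070, chromosome V, 1134603 to 1139171) it was -2.5 (standard error 0.39, adjusted p = 0.00066 in edgeR). Leaving out replicate 1 at 15°C brought *asp-12* to -3.06.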

We named these genes “exclusively cold” genes (Figure 5A and Supplementary Table 6). 

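False cold genes on *E. coli* numbered 486 of the 490 genes higher at 15°C than at 25°C, with a median log2 fold change of -0.48 from 15°C to 25°C. Of the 612 matched genes of Supplementary Table 7, all 612 were lower at 25°C, 398 were called and all 398 were among the 486. F54E4.2 (WBGene00010058, chromosome X, 14625585 to 14628916) had 5 ± 1.03 CPM at 15°C and 0.2 ± 0.34 at 25°C (SD, n = 3 each), *dyf-17* (WBGene00012673, chromosome V, 19127530 to 19130982) 7.16 ± 1.02 and 0.87 ± 0.2 (SD, n = 3 each), and *clec-70* (WBGene00021581, chromosome IV, 3932733 to 3936238) 4.52 ± 1 and 0.65 ± 0.41 (SD, n = 3 each). The number dropped to 192 without replicate 1 at 25°C, and with the replicate number as a block it was 416 (exact permutation p of pairing 0.264). For *clec-70*, 6 of the 18 fits that left out a sample no longer called the gene, and the block gave an adjusted p of 0.066 in edgeR.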

The rest of the genes (630) that showed significantly higher expression when worms were maintained at 15°C as compared to 25°C, but did not show differences when maintained at 15°C or at 20°C, were termed “false cold” genes. These 630 genes were observed to be down-regulated when worms were maintained at 25°C compared to when worms were kept at either 20°C or 15°C (Figure 6A and Supplementary Table 7).

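Of the 486 false cold genes on *E. coli*, 98 (20.16%, Wilson 95% confidence interval 16.84 to 23.96) were also called lower at 25°C than at 20°C. The median log2 fold change from 20°C to 25°C was -0.3, and all but 5 of the 486 genes were below 0, a direction that the choice of genes favors. Leave-one-out fits moved this share most, from 8.16% without replicate 3 at 20°C to 28.33% without replicate 1 at 15°C. It was 16.59% with the replicate number as a block (pairing check, exact permutation p = 0.264). The paper reads these genes as down-regulated at 25°C.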

**Figure 5:**
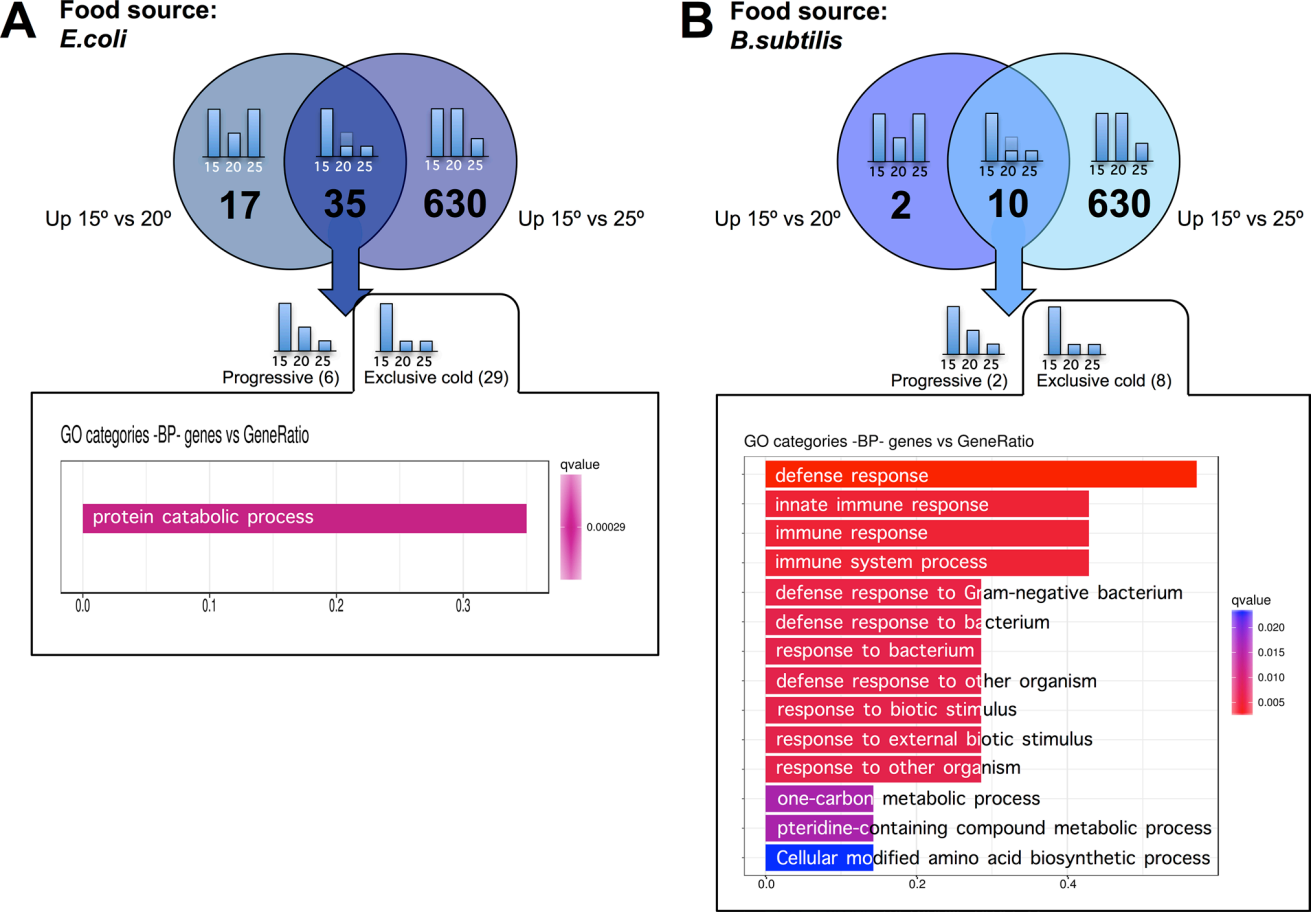
*C. elegans* gene up-regulation at physiologically cold temperature (**A**) *E. coli* fed worms showed 35 genes with significantly higher expression when worms were maintained at 15°C relative to when worms were maintained at 20°C or at 25°C. 29 out of these 35 genes were referred to as “exclusively cold” genes as they kept the same expression level when worms were maintained at 25°C or at 20°C, but up-regulated their expression when worms were maintained at physiologically cold temperature (15°C). The “exclusively cold” response in *E. coli* fed worms showed a mild up-regulation of genes related to protein catabolism processes. Gene Ontology (GO) Biological Processes (BP) versus number of genes within the only statistically significant category is represented in purple bar. The length of the bar correlates to the number of genes belonging to the GO category. (**B**). *B. subtilis* fed worms showed 10 genes with significantly higher expression when worms were maintained at 15°C relative to when worms were maintained at 20°C or at 25°C. 8 out of these 10 genes were referred to as “exclusively cold” genes as they kept the same expression level when worms were maintained at 25°C or at 20°C but up-regulated their expression when worms were maintained at physiologically cold temperature (15°C). The “exclusively cold” response in *B. subtilis* fed worms affects genes involved in defense response. Gene Ontology (GO) Biological Processes (BP) versus number of genes within each category is represented in color bars, one bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories. The color of the bars indicates the statistical significance, ranging from highly significant expression difference (red) to low expression difference (blue).

**Figure 6:**
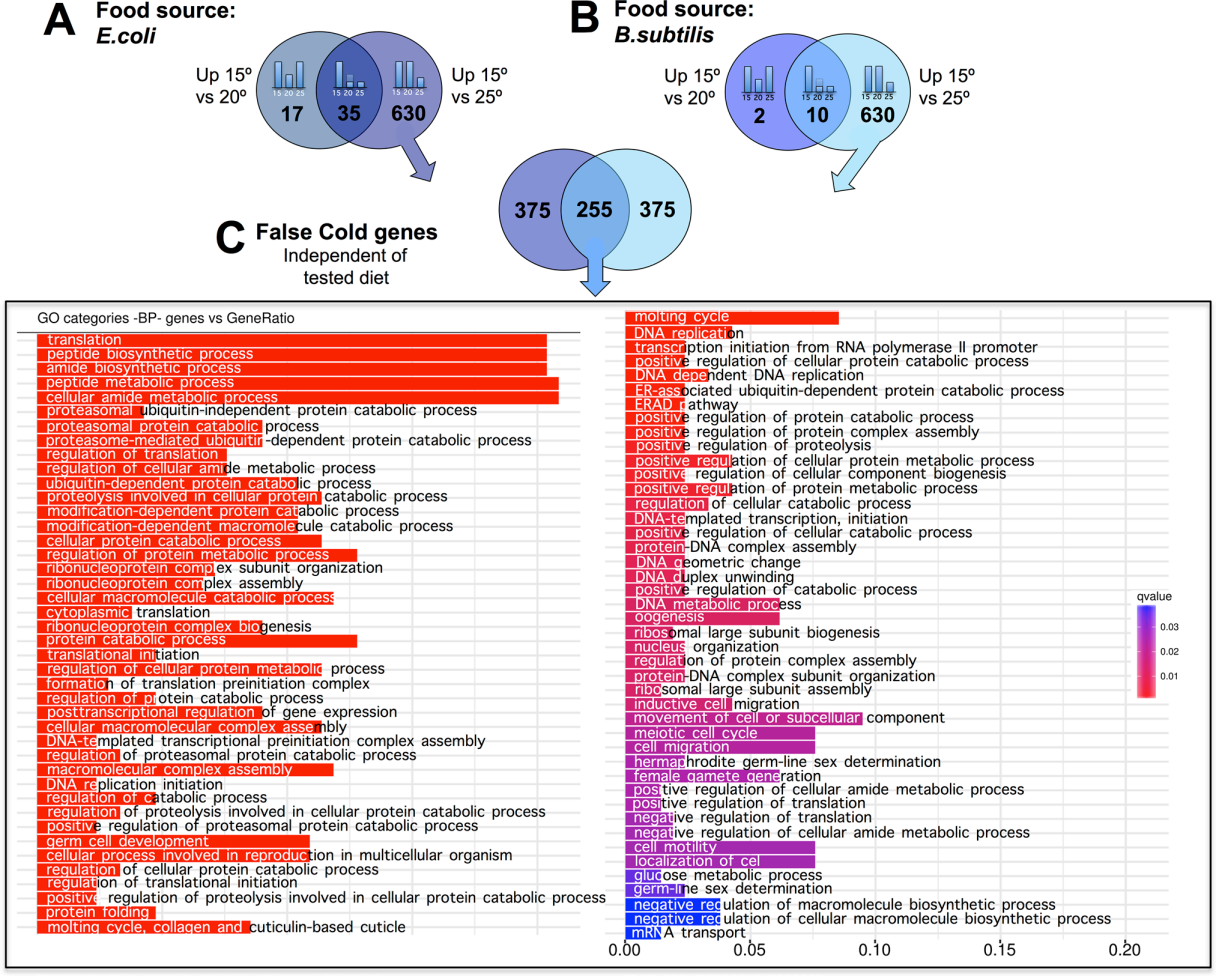
*C. elegans* gene down-regulation at physiologically hot temperature (**A**) *E. coli* fed worms showed 630 genes with significantly lower expression when worms were maintained at 25°C relative to when maintained at 15°C or at 20°C. These genes were referred to as “false cold” genes. (**B)**. *B. subtilis* fed worms showed 630 genes with significantly lower expression when worms were maintained at 25°C relative to when maintained at 15°C or at 20°C. These genes were referred to as “false cold” genes.(**C**). 255 genes showed a “false cold” response independently of the tested diet. These genes are involved in a wide variety of biological processes. Gene Ontology (GO) Biological Processes (BP) versus number of genes within each category is represented in color bars, one bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories. The color of the bars indicates the statistical significance, ranging from highly significant expression difference (red) to low expression difference (blue).

The same transcriptomic analyses detailed above were performed when worms were fed *B. subtilis* instead of *E. coli* (Figure 5B). 640 genes showed significantly higher expression when *B. subtilis* fed worms were maintained at 15°C relative to when worms were maintained at 25°C. Of these 640 genes, only 10 also showed increased expression when worms were maintained at 15°C instead of at 20°C. 8 of these 10 genes were referred to as “exclusively cold” genes as they retained the same expression level when worms were kept at 25°C or at 20°C but became up-regulated at physiologically cold temperature (15°C) (Figure 5B and Supplementary Table 8). 

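On *B. subtilis*, 1022 genes were called higher at 15°C than at 25°C, 11 were higher at 15°C than at 20°C, and 9 were higher than at both. Of the 9, 7 were not called between 20°C and 25°C. All 8 genes of Supplementary Table 8 were called lower at 25°C than at 15°C, and 4 of them, *spp-9*, *dao-3*, *paic-1* and Y105C5B.3, were exclusively cold here. The others, *endu-2*, PDB1.1, *atic-1* and the pseudogene WBGene00013648, had log2 fold changes from 15°C to 20°C of -0.92, -1.11, -0.75 and -2.26, with edgeR adjusted p-values of 0.052, 0.056, 0.13 and 0.097. The saposin-like gene *spp-9* (WBGene00004994, chromosome X, 11487788 to 11488178) had 23.01 ± 4.31 CPM at 15°C, 0.63 ± 0.34 at 20°C and no counts at 25°C (SD, n = 3 each). DESeq2 alone gave 37 exclusively cold genes, the largest change, and the block for the replicate number gave 5 (pairing, exact permutation p = 0.264).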

The vast majority of genes that showed a significantly higher expression when *B. subtilis* fed worms were maintained at 15°C as compared to when maintained at 25°C can be considered “false cold” genes as they were down-regulated in worms kept at 25°C relative to either worms kept at 20°C or at 15°C (Figure 6B, Supplementary Table 9).

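The false cold set on *B. subtilis* held 1013 of the 1022 genes, with a median log2 fold change of -0.4 from 15°C to 25°C and -0.21 from 20°C to 25°C. Among them, 92 (9.08%, Wilson 95% confidence interval 7.46 to 11.01) were also called lower at 25°C than at 20°C. All but 10 were below 0 in that comparison, a direction that the choice of genes favors. Of the 619 matched genes of Supplementary Table 9, 619 were lower at 25°C and 561 were in the set. Under the rule used for Supplementary Table 1, the genes that changed most were *spp-12* (WBGene00004997, log2 fold change -4.18), *pitr-4* (WBGene00007141, -4) and *hrg-3* (WBGene00010256, -3.95), with edgeR adjusted p-values of 0.006, 0.0052 and 0.00049. Without replicate 2 at 25°C, the false cold genes numbered 471, and with the replicate number as a block 721 (exact permutation p = 0.264 for pairing). The share also called between 20°C and 25°C was 22.74% without replicate 2 at 15°C.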

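The exclusively cold set on *E. coli* held 4 genes, 2 of them among the 18 aspartyl and cathepsin B-like protease genes tested (Fisher's exact test, adjusted p = 0.000203). Of the 28 matched genes of Supplementary Table 6, 6 were proteases of these families (Fisher's exact test, p = 6.5e-13, without correction). On *E. coli*, 15 of the 18 were lower at 25°C than at 15°C and 10 were called so, with a mean change over the 18 genes of -0.952 in log2 CPM (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The paper takes the Gene Ontology terms of its exclusively cold genes as evidence for a mild activation of protein catabolism.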

Maintaining worms at 15°C on an *E. coli* diet led to a mild activation of protein catabolism genes (Figure 5). However, when worms were maintained at 15°C on the *B. subtilis* diet, we observed a strong activation of genes involved in the defense response (Figure 5). 

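Of the 7 exclusively cold genes on *B. subtilis*, 2 were in the defense families, *spp-9* among them (Fisher's exact test, adjusted p = 0.028). The log2 fold change of *spp-9* from 15°C to 25°C was -9.6 (standard error 0.78, adjusted p = 1.7e-05 in edgeR), and with DESeq2 alone it was -8.68. Of the 8 genes of Supplementary Table 8, 1 was in the defense families (Fisher's exact test, p = 0.0919, without correction). On *E. coli*, 3 of the 28 matched genes of Supplementary Table 6 were in these families (Fisher's exact test, p = 0.00443, without correction). Of the 4 genes exclusively cold here on *E. coli*, 0 were. Over all 168 defense family genes tested on *B. subtilis*, 10 were called lower and 35 higher at 25°C than at 15°C. From its exclusively cold genes, the paper concludes that 15°C strongly activates the defense response on this diet.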

We did not observe a common set of genes whose expression increased in both, *E. coli* and *B. subtilis* fed worms when these were maintained at 15°C (Figure 5). 

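No gene was exclusively cold on both diets, among 4 genes on *E. coli* and 7 on *B. subtilis*. Under DESeq2's size factors, under the filter of at least 10 counts in every sample, and in 2 of the 18 fits that left out a sample, 1 gene was common to both, and the number stayed 0 with the replicate number as a block (pairing check, exact permutation p = 0.264).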

It is important to highlight that the transcriptional activation response that we detected when worms were maintained at physiologically cold temperature (15°C) was much less prominent than that of worms maintained at physiologically hot temperature (25°C) and that the transcriptional response to temperature, either to cold (15°C) or hot (25°C), was strongly dependent on the tested diets.

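Exclusively cold genes numbered 4 on *E. coli* and 7 on *B. subtilis*, against 166 and 184 exclusively hot genes. The comparison between 15°C and 20°C called 14 genes on *E. coli* and 63 on *B. subtilis*, whereas that between 25°C and 20°C called 386 and 317. Under the setting with most cold genes, DESeq2 alone, the sets held 16 and 37 exclusively cold and 193 and 194 exclusively hot genes. With the replicate number as a block they held 2 and 5 against 142 and 147 (pairing, exact permutation p = 0.264). From its own sets of exclusively cold and exclusively hot genes, the paper concludes that activation in the cold is much less prominent than in the heat. It also concludes that the response depends on the diet.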

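False cold genes common to both diets numbered 265, where 35.08 would be drawn by chance from sets of 486 and 1013 among 14033 genes. The representation factor was 7.55 (hypergeometric test, exact p = 4.86e-180). It was 9.22 with the replicate number as a block (pairing, exact permutation p = 0.264) and highest, 13.43, without a filter on low counts. Of the 252 matched genes of Supplementary Table 10, 182 were in this set, and all 252 were lower at 25°C than at 15°C on average over the diets. Among them, *clec-70* had log2 fold changes of -2.82 and -2.65 on *E. coli* and *B. subtilis*, and *plep-1* (WBGene00021797, chromosome II, 4309725 to 4312215) of -2.12 and -3.01. The histone gene *his-67* (WBGene00001941) had -2.38 and -2.34, values that are uncertain because fragments matching several near-identical histone genes were not counted. All 6 adjusted p-values in edgeR lay between 0.00083 and 0.04. On *E. coli*, *clec-70* was no longer called in 6 of the 18 fits that left out a sample, *plep-1* in 5 and *his-67* in 1. On *B. subtilis*, *plep-1* was no longer called in 2. With the replicate number as a block, *clec-70* on *E. coli* had an adjusted p of 0.066 in edgeR.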

Analysis of the down-regulated genes when worms were maintained at 25°C, (“false cold” genes) showed a statistically significant (RF: 11.3, *p* < 2.4e-215) common response for *E. coli* and *B. subtilis* fed worms. Functional analysis of the 255 common “false cold” genes reflects enrichment in different aspects of protein metabolism such as synthesis, modification or degradation. 

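Among the 265 common false cold genes, 17 encoded ribosomal proteins (6.42%, Fisher's exact test, adjusted p = 7.36e-12) and 11 encoded proteasome subunits (4.15%, Fisher's exact test, adjusted p = 1.08e-09). Of the 77 ribosomal protein genes tested, 74 were lower at 25°C than at 15°C on each diet, with median log2 fold changes of -0.357 on *E. coli* and -0.229 on *B. subtilis*. All 33 proteasome genes were lower on each diet, with medians of -0.301 and -0.315. From these functions, the paper concludes that the common response at 25°C involves the synthesis, modification and degradation of proteins.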

In addition, amide metabolism genes showed a significant down-regulation when worms were maintained at 25°C. Other biological processes such as those related to DNA replication or transcription were also down-regulated when worms were kept at 25°C (Figure 6 and Supplementary Table 10). 

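The DNA replication genes tested here were the 8 *mcm* genes, which encode subunits of the replicative helicase. All 8 were lower at 25°C than at 15°C on each diet, with median log2 fold changes of -0.196 on *E. coli* and -0.312 on *B. subtilis*. Of these, 2 were called on *E. coli* and 5 on *B. subtilis*, and 2 were in the common false cold set (Fisher's exact test, p = 0.00923, adjusted p = 0.072). Genes of amide metabolism and of transcription were not analysed here as families.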

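The false hot sets of 330 and 923 genes had 115 genes in common, against 21.71 drawn by chance among 14033 genes, a representation factor of 5.3 (hypergeometric test, exact p = 6.33e-54). Omitting the filter on low counts gave the highest factor, 10.24, and a filter of 10 counts in every sample the lowest, 3.42. A block for the replicate number gave 7.91 (pairing check, exact permutation p = 0.264). From Supplementary Table 11, 137 genes were matched, of which 71 were in the common set and all 137 were higher at 25°C on average over the diets. Y73B6BL.12 had log2 fold changes of 4.32 and 4.3, *ilys-2* of 3.25 and 5.04, and *hsp-16.41* of 3.09 and 3.09 on *E. coli* and *B. subtilis*, the last with the uncertainty of its near-identical copies.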

Analysis of “false hot” genes, (genes that are down-regulated when worms were kept at 15°C) also showed a significant common response in both, *E. coli* and *B. subtilis* fed nematodes (RF: 8.3, *p* < 8.6e-92). However, gene down-regulation when worms were kept at 15°C was less prominent than when worms were kept at 25°C (Figure 4 and Supplementary Table 11). 

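Down-regulation at 15°C on both diets comprised 115 genes and down-regulation at 25°C 265. The median log2 fold changes from 15°C to 25°C were larger for the 115 false hot genes, 1.06 on *E. coli* and 1.03 on *B. subtilis*, than for the 265 false cold genes, -0.4 and -0.44. Without replicate 1 of *E. coli* at 25°C the numbers were 51 and 102, and with the replicate number as a block 103 and 197 (exact permutation p of pairing 0.264). From its own numbers of genes, the paper concludes that down-regulation was less prominent at 15°C.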

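In the 115 common false hot genes, no family reached an adjusted p under 0.05. The smallest adjusted p was 0.253, for 1 of 5 caenacin genes (Fisher's exact test, p = 0.0403), and 4 defense family genes were present (Fisher's exact test, p = 0.0493, adjusted p = 0.299). Of the 137 matched genes of Supplementary Table 11, 7 were in the defense families (Fisher's exact test, p = 0.0013, without correction).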

Our bioinformatics analyses did not reveal a clear enrichment in any biological processes for the down-regulated genes in worms maintained at 15°C.

Taken together, our results suggest the existence of a transcriptional regulation at physiologically hot (25°C) temperature. This transcriptional response causes both up-regulation as well as down-regulation of specific sets of genes. The transcriptomic response of worms maintained at physiologically cold temperature (15°C) is milder than that of worms maintained at hot temperature (25°C) and is also dependent on the tested diets.

### The *C. elegans* transcriptome is strongly influenced by the diet

To understand the effect of the diet (*E. coli* versus *B. subtilis*) on the *C. elegans* transcriptome, we performed pairwise comparisons of gene expression datasets for worms grown at the same temperature on each diet. 

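At all 3 temperatures, 75 genes were called higher on *E. coli* than on *B. subtilis*. Their median log2 fold change from *E. coli* to *B. subtilis* was -1.74 at 15°C, -1.36 at 20°C and -1.13 at 25°C. Of the 64 matched genes of Supplementary Table 12, 63 were lower on *B. subtilis* on average over temperatures and 43 were in this set. The UDP glycosyltransferase gene *ugt-63* (WBGene00015449, chromosome V, 5108015 to 5110789) had 20.93 ± 5.66 CPM on *E. coli* and 0.18 ± 0.31 on *B. subtilis* at 15°C (SD, n = 3 each), with log2 fold changes of -6.68, -5.23 and -3.6 in order of rising temperature. The ammonium transporter gene *amt-1* (WBGene00000133, chromosome X, 4571448 to 4573914) had -5.41, -4.91 and -3.39, and *clc-24* (WBGene00021337, chromosome III, 1010535 to 1011374) had -4.45, -5.16 and -2.74. The edgeR adjusted p-values of these 3 genes were at most 0.0017. On *B. subtilis* at 15°C, *ugt-63* had only 2 fragments, all in replicate 3, and *amt-1* only 2, all in replicate 2. Without that replicate their log2 fold changes at 15°C were -9.48 and -8.22, so the size of these values is uncertain. Separate fits for each temperature reduced the set most, to 38 genes, and the replicate number as a block gave 44 (pairing, exact permutation p = 0.264).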

We identified specific sets of genes that showed a statistically significant higher expression when the nematodes were fed on *E. coli* compared to *B. subtilis* at the three tested temperatures, 15°C, 20°C, and 25°C (Figure 7A and Supplementary Table 12). 

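In the opposite direction, 177 genes were called higher on *B. subtilis* at every temperature, with median log2 fold changes of 1.51 at 15°C, 1.83 at 20°C and 1.67 at 25°C. Of the 166 matched genes of Supplementary Table 13, all 166 were higher on *B. subtilis* on average over temperatures and 137 were in this set. The glutathione S-transferase gene *gst-19* (WBGene00001767, chromosome II, 13625544 to 13627141) had log2 fold changes of 4.58, 5.75 and 6.22. W03F9.4 (WBGene00021002, chromosome V, 147526 to 152104) had 442.83 ± 65.23 CPM on *B. subtilis* and 8.17 ± 2.03 on *E. coli* at 20°C (SD, n = 3 each), a log2 fold change of 5.75 (standard error 0.24, adjusted p = 1e-10 in edgeR). The C-type lectin gene *clec-67* (WBGene00018971, chromosome IV, 3922165 to 3925045) had 5.02, 5.94 and 4.09. The set shrank to 114 genes in separate fits for each temperature, and to 127 with the replicate number as a block (exact permutation p = 0.264 for pairing).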

In the same way, we identified those genes showing a significantly higher expression on a *B. subtilis* diet at the three tested temperatures (Figure 7B, Supplementary Table 13).

**Figure 7:**
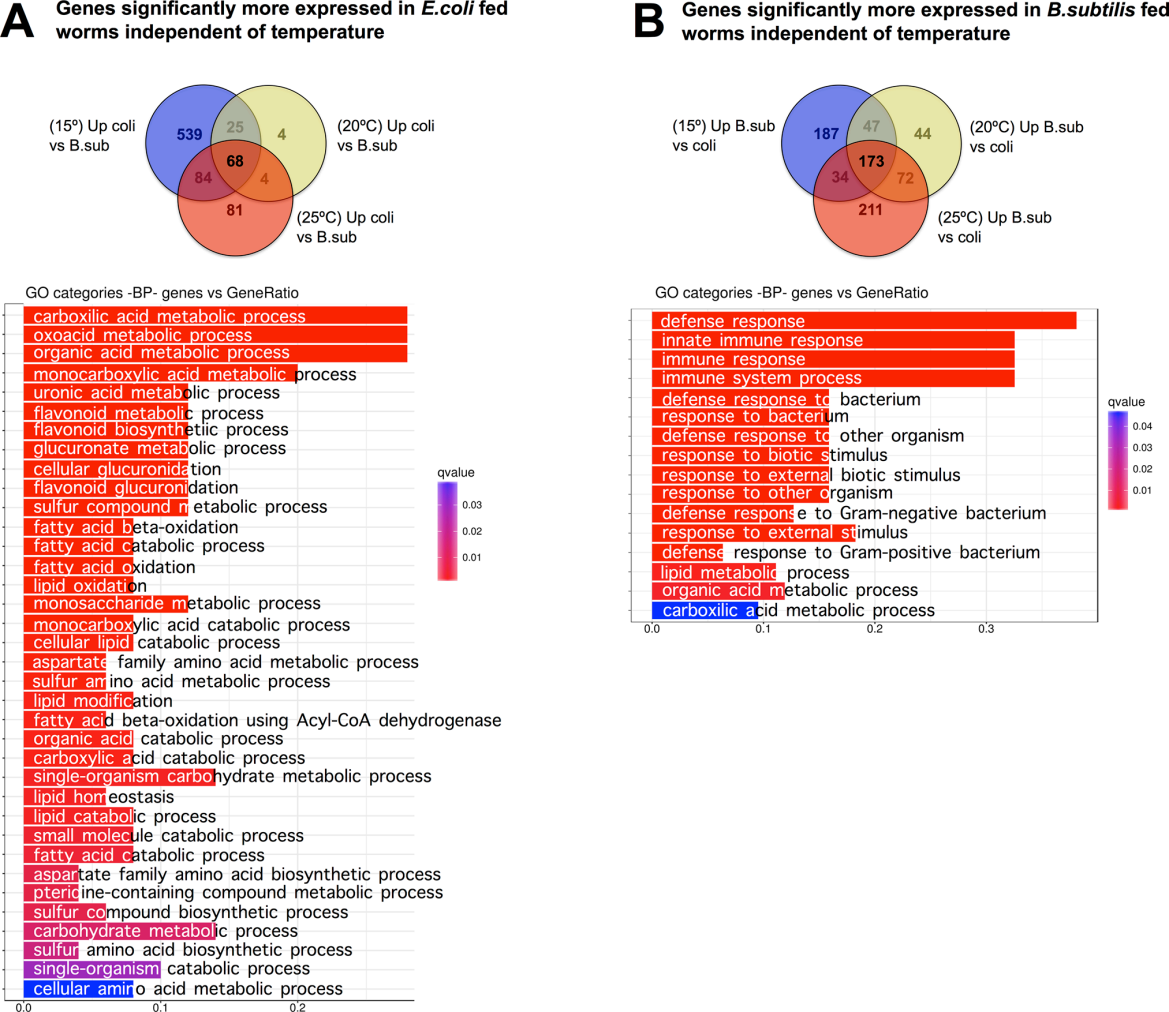
Diet effect on the *C. elegans* transcriptome (**A**) Pairs comparisons of gene expression in nematodes fed each diet at different temperatures shows that 68 genes exhibit significantly higher expression on an *E. coli* diet independently of the growing temperature. Functional analysis of these genes revealed enrichment of biological processes such as: metabolism of organic acids, metabolism of flavonoids, and glucuronidation or lipid metabolism. (**B)** Pairs comparisons of gene expression in nematodes fed each diet at different temperatures shows that 173 genes exhibit significantly higher expression on a *B. subtilis* diet than on an *E. coli* diet, independently of the growing temperature. This group was predominant enrichment in biological defense processes. Gene Ontology (GO) Biological Processes (BP) vs number of genes within each category appears represented in color bars, one bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories and the color indicates the statistical significance, from those with highly significant expression difference (red) to those with low expression difference (blue).

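Of the 75 genes higher on *E. coli* at every temperature, 7 encoded UDP glycosyltransferases, the enzymes of glucuronidation, out of 59 tested (Fisher's exact test, adjusted p = 1.55e-06). The metabolism families contributed 2 genes (Fisher's exact test, adjusted p = 0.459) and the defense families 4 (Fisher's exact test, adjusted p = 0.0908). Among the 64 matched genes of Supplementary Table 12, 6 were UDP glycosyltransferases and 5 were in the metabolism families (Fisher's exact test, p = 2.64e-07 and 6.1e-05, without correction). Flavonoid metabolism was not analysed here. From its Gene Ontology terms, the paper concludes that the *E. coli* diet raises the metabolism of organic acids, flavonoids and lipids and glucuronidation.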

Functional analysis of the 68 genes significantly more expressed in worms fed on *E. coli* revealed enrichment of biological process such as metabolism of organic acids, metabolism of flavonoids, glucuronidation or lipid metabolism (Figure 7A). 

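Of the 177 genes higher on *B. subtilis* at every temperature, 19 (10.73%) were in the defense families, against 1.2% of the tested genes (Fisher's exact test, adjusted p = 3.65e-11). The protease families contributed 6 (Fisher's exact test, adjusted p = 3.13e-06) and the ribosomal proteins 6 (Fisher's exact test, adjusted p = 0.00531). Among the 166 matched genes of Supplementary Table 13, 22 were in the defense families. Called higher on *B. subtilis* were 32 defense family genes at 15°C, 35 at 20°C and 32 at 25°C, against 22, 6 and 7 called higher on *E. coli*. From this enrichment, the paper concludes that *B. subtilis* raises the expression of defense genes.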

Strikingly, analysis of the 173 significantly more expressed genes in worms fed on *B. subtilis* showed predominant enrichment of biological defense processes (Figure 7B).

## DISCUSSION

Genetic expression of the nematode *C. elegans* in the lab is influenced by a wide variety of factors including the developmental stage of the worms [28] and the chronological age of the animals [30]. Thus, when using *C. elegans* to study biological phenomena, it is key to provide uniformity in the worm growing conditions.

Even though 20°C is considered the standard temperature for growing *C. elegans* in the lab, studies are often performed at other temperatures within the 15°C–25°C worm physiological range. Moreover, the standard diet of *C. elegans* in the lab is the Gram-negative bacterium *E. coli*. However, a number of studies have been published in which the Gram positive bacterium *B. subtilis* is used as an alternative worm diet. Little is known about the global transcriptional response of *C. elegans* to temperature, different bacterial food sources and the crossed response to growth temperature and diet. In our study we wanted to investigate the impact that growing worms at different physiological temperatures (15°C, 20°C, and 25°C) while fed two different diets (*E. coli* and *B. subtilis*) exert on the *C. elegans* transcriptome.

Genome-wide expression analyses have revealed the influence of temperature on processes such as environment-induced plastic response [31] or interactions with toxicants [32]. These studies have been carried out at temperatures in both extremes of the physiological range (∼15°C and ∼25°C) and, together with others, revealed that temperature changes indeed affect the *C. elegans* response to various biological phenomena such as locomotion, chemotaxis, detoxification, metabolism or aging [33–35]. *C. elegans* studies performed at temperatures within the 15°C–25^o^C physiological range thus have the potential to elicit different biological responses by the worm, yet results and conclusions from studies at different temperatures are often compared.

*C. elegans* is a bacteriovore and the standard diet used to maintain worms in the lab is *E. coli*. Recent studies have indicated that a common cause of death for worms grown under normal lab conditions is pathogenicity from the ingested *E. coli* food [8]. In fact, *E. coli* is not a bacterium type that worms typically encounter in the wild [4–5]. The use of *E. coli* as *C. elegans* food responds purely to historical reasons, as *E. coli* was a commonly used and easy to maintain bacterium at the time *C. elegans* was developed as a model organism [2].

In the last few years, different studies have focused on the characterization of wild bacterial food sources and their impact on *C. elegans* metabolism [36–38]. For example, the Gram-positive bacterium *B. subtilis* has been used as an alternative worm diet in a number of studies. While equally nutritious to the worm [11], *E. coli* is mildly pathogenic whereas B. subtilis is not pathogenic [39].

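Between 15°C and 25°C, 987 of the 14033 tested genes were called on *E. coli* and 2138 on *B. subtilis*. Between 20°C and 25°C, 386 and 317 genes were called, and between 15°C and 20°C 14 and 63. Temperature held 22.88% of the sum of squares of the regularized log2 values. With the replicate number as a block, 90 genes were called higher at 20°C than at 25°C on *E. coli* and 77 on *B. subtilis*, against 133 and 114 without it (pairing check, exact permutation p = 0.264). Fits of the compared conditions alone moved the *B. subtilis* number to 17. The paper reasons that a limited response is what temperatures within the physiological range would produce.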

Our transcriptomic analyses did not detect global or massive *C. elegans* gene expression alterations when worms were maintained at 15°C, 20°C, or 25°C. This is not a surprising result as these are temperatures within the *C. elegans* physiological range. 

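For 182 genes, the change from 15°C to 25°C differed between the diets (interaction term, called by edgeR and DESeq2). The change was more positive on *B. subtilis* for 164 of them and more negative for 18, and the change had opposite signs on the diets for 136. Of the 987 genes called on *E. coli*, 90.2% changed in the same direction on *B. subtilis*, and of the 2138 called on *B. subtilis*, 82.5% did so on *E. coli*. Of the 553 genes called on both diets, 538 changed in the same direction and 15 in opposite directions. Fits with the replicate number as a block gave 102 interaction genes (no pairing detected, exact permutation p = 0.264), and fits of only the compared conditions gave 404. The paper concludes that the response to temperature depends strongly on the diet.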

However, we detected that the *C. elegans* transcriptomic response to temperature was highly dependent on the *E. coli* and *B. subtilis* diet type.

Gene expression when worms were maintained at 20°C was referred as the control temperature. We considered a gene to be up-regulated at a given temperature when its expression was significantly higher relative to the 20°C control and the other assayed temperature. These genes were grouped as either “exclusively hot” or “exclusively cold” genes. 

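False hot genes were lower at 15°C than at 25°C and not called higher at 25°C than at 20°C. They numbered 330 on *E. coli* and 923 on *B. subtilis*, and 321 and 881 of them were above 0 from 20°C to 25°C. False cold genes were lower at 25°C than at 15°C and not called lower at 20°C than at 15°C, and numbered 486 and 1013. Exclusively hot genes numbered 166 and 184, and exclusively cold genes 4 and 7. The assignment to the false sets rests on a call that was absent between 20°C and one of the extremes. Of the false hot genes, 3 of 330 and 37 of 923 were called between 15°C and 20°C, and of the false cold genes, 98 of 486 and 92 of 1013 between 20°C and 25°C. DESeq2 alone raised the false cold genes on *E. coli* to 659, and the replicate number as a block gave 268 and 682 false hot and 416 and 721 false cold genes (pairing, exact permutation p = 0.264). The paper concludes that down-regulation was more prevalent than up-regulation at both temperatures.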

However, we found that for worms maintained at 15°C or at 25°C gene down-regulation was a more prevalent phenomenon than gene up-regulation. Down-regulated genes were grouped as either “false hot” or “false cold” genes. The presence of up- and down-regulated groups of genes suggests that both, transcription induction and well as transcription repression play a role in the adaptation of worms to physiological temperature variations.

We validated the activation/repression of our transcriptomic dataset by RT-qPCR and fluorescent reporters demonstrating that at least some of the temperature responsive genes of our study could be used as *in vivo* “biological thermometer” biomarkers. Thus, genes from our data set might be useful to study genetic pathways involved in the worm adaptation to different environmental temperature conditions.

We found significant differences in the transcription patterns of specific gene sets, which indicate the existence of a transcriptional response to adapt the animal’s metabolism and defense system to the growth temperature. This temperature induced transcriptional response was highly dependent on the bacterial type used as food source. When grown on an *E. coli* diet, *C. elegans* showed a significantly higher expression of genes involved in lipid metabolism, carboxylic acid metabolism, and glucuronidation of different compounds than when worms were grown on the *B. subtilis* diet regardless of the maintenance temperature (Figure 7). This result likely reflects nurturing and detoxification adaptations by *C. elegans* to the particular molecular composition of *E. coli*, a diet that worms are not likely to encounter in the wild [40].

*E. coli* are Gram-negative bacteria. Thus, the *E. coli* cell envelope is essentially composed of an outer lipid bilayer membrane, a peptidoglycan cell wall and another inner lipid bilayer membrane [41]. *B. subtilis* are Gram-positive bacteria, consequently they lack the outer lipid membrane [42]. Despite cell structure differences, *B. subtilis* and *E. coli* have been reported to have a similar caloric content as the main calorie contribution is conferred by proteins and carbohydrates and not by the lipid fraction [11]. It is however plausible that the different lipid composition and distribution found in these two types of bacteria, 80% of phosphatidylethanolamine in the membrane lipids of *E. coli* versus 12% in *B. subtilis* [40], causes up-regulation of specific sets of genes required for *E. coli* digestion and metabolism of its components such as carboxylic acids.

In addition to lipid metabolism, when fed an *E. coli* diet, *C. elegans* enhances expression of genes involved in glucuronidation of specific substrates. Glucuronidation is driven by *ugt* (UDP Glycosyltransferase) genes (Figure 7). 

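Over the 59 *ugt* genes tested, the mean log2 (CPM + 1) was lower on *B. subtilis* than on *E. coli* by a difference of -0.332 (exact permutation test over 8000 assignments of the diet labels within temperatures, p = 0.00175, adjusted p = 0.0056). On *E. coli* the mean was 3.081 ± 0.151 at 15°C, 2.904 ± 0.099 at 20°C and 3.074 ± 0.037 at 25°C, and on *B. subtilis* it was 2.361 ± 0.168, 2.741 ± 0.131 and 2.963 ± 0.093 (SD, n = 3 each). Genes called higher on *E. coli* numbered 27 at 15°C, 10 at 20°C and 9 at 25°C, and genes called higher on *B. subtilis* 4, 3 and 6. A pseudocount of 0.1 CPM moved the difference most, to -0.467, and with the replicate number as a block it was -0.275 (pairing, exact permutation p = 0.264). The paper concludes that *E. coli* enhances glucuronidation through these genes.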

These genes encode enzymes that catalyze the linkage of glucuronic acid to specific substrates. The glucuronic acid group modifies the substrate properties and terminates their biological actions by promoting their elimination. Therefore, glucuronidation is involved in detoxification of compounds and metabolites that cause a detrimental effect to the organism [43]. Among the substrates of UGTs is the quinone Coenzyme Q (CoQ). CoQ and its metabolites play fundamental redox roles in living organisms such as being a crucial mitochondrial electron transport chain carrier or conferring antioxidant protection to cell membrane components [44–45]. However, excessive CoQ redox activity leads to toxic effects thus CoQ must be maintained at physiological levels by balancing its rate of synthesis and degradation [46–47]. Interestingly, *C. elegans* and *E. coli,* but not *B. subtilis,* synthesize their own coQ [11]. Thus, when *C. elegans* are fed an *E. coli* diet, worms uptake additional CoQ produced by the bacterial diet [48]. In contrast, *B. subtilis* does not synthesize CoQ. Accordingly, when we maintained *C. elegans* on a *B. subtilis* diet we did not observe activation of pathways involved in CoQ elimination.

*B. subtilis* fed worms live substantially longer than worms grown on *E. coli* [6] and these diets appear to induce different causes of death to the worms [8, 49]. It has been recently proposed that the *C. elegans* life span difference observed when the worm diet is changed from the standard *E. coli* to *B. subtilis* is mainly due to the persistent antioxidant effect of CoQ present in the *E. coli* diet, which leads to an imbalance in cellular REDOX homeostasis [11]. Feeding worms *E. coli* or *B. subtilis* diets can considerably affect the life span of the worms, consequently *E. coli* fed worms will display an older physiological age than *B. subtilis* fed worms with the same chronological age. To minimize this issue, all our transcriptomic comparisons were performed using synchronized adult nematodes of very young chronological age (1 day old).

As stated above, *B. subtilis* is a less pathogenic diet than *E. coli* and worms fed this diet live longer than *E. coli* fed worms [6]. 

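Over the 168 defense family genes tested, the mean log2 (CPM + 1) was higher on *B. subtilis* than on *E. coli* by 0.373, the largest difference among all 8000 assignments of the diet labels within temperatures (exact permutation test, p = 0.00025, the smallest possible). On average over temperatures, 121 of the 168 genes were higher on *B. subtilis*. The mean was 3.002 ± 0.063 on *B. subtilis* and 2.774 ± 0.091 on *E. coli* at 15°C, 3.153 ± 0.114 and 2.687 ± 0.074 at 20°C, and 3.282 ± 0.122 and 2.857 ± 0.027 at 25°C (SD, n = 3 each). Among the prefixes, C-type lectins (0.242), lysozymes (1.033) and infection response genes (1.168) had the same smallest p. Without a filter on low counts the difference shrank to 0.217, and the replicate number as a block gave 0.361 (pairing, exact permutation p = 0.264).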

A counterintuitive observation arising from our transcriptomic analysis is the higher expression of genes involved in the defense response when worms were fed *B. subtilis* instead of *E. coli* (Figure 7). *B. subtilis* cells sporulate while *E. coli* do not. *B. subtilis* spores are not digestible, thus it is possible that *B. subtilis* spores induce up-regulation of defense mechanism pathways by *C. elegans*. Moreover, *B. subtilis* may provide factors involved in molecular signaling not present in *E. coli*, which could contribute to up-regulation of stress resistance and defense mechanisms. An example of such a factor is nitric oxide. Nitric oxide is produced by *B. subtilis* but not by *E. coli*. *C. elegans* lack the enzymes necessary to produce their own nitric oxide. Gusarov et al. showed that nitric oxide signaling upon *B. subtilis* feeding leads to enhanced *C. elegans* longevity and stress resistance [50]. These signaling differences upon *B. subtilis* feeding could also explain the fact that genetic and environmental interventions that affect *C. elegans* longevity by affecting different molecular pathways do not always lead to the same effects when worms are fed *E. coli* or *B. subtilis* [11].

Analysis of Motif Enrichment (AME) (http://meme-suite.org) of the promoter region of the 71 “exclusively hot” genes (activated at 25°C on both diets) reveals enrichment on motifs recognized by the MDL-1 and HLH-15 (Supplementary Figure 1). This suggests that transcriptional regulation at this temperature might be mediated by the action of these transcription factors. MDL-1 and HLH-15 are both helix-loop-helix transcription factors and have been described to have regulatory functions in processes such as pathogen defense [51], longevity [52–53] and metabolism [54]. Interestingly, the transcriptomic response of worms maintained at different temperatures is the opposite for *E. coli* fed worms compared to *B. subtilis* fed worms. 

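Across the 14033 tested genes, the log2 fold changes from 15°C to 25°C on the *E. coli* and *B. subtilis* diets had a Pearson correlation of 0.383, and of 0.451 across the 7761 genes with a mean of at least 10 CPM. These correlations are across genes, which are not independent replicates. Of the 553 genes called on both diets, 538 changed in the same direction. The 80 exclusively hot and 265 false cold genes common to both diets changed in the same direction by definition, and 15 genes were called in opposite directions, all of them among the 182 interaction genes. The paper bases the opposite response on the functions of the genes.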

When worms are grown on *E. coli* and the temperature is increased to 25°C, we observed an enhancement of defense response gene expression and decreased expression of genes associated with metabolic functions. 

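On *E. coli*, the mean log2 (CPM + 1) of the 168 defense family genes was 2.774 ± 0.091 at 15°C and 2.857 ± 0.027 at 25°C (SD, n = 3 each), a difference of 0.083 (exact permutation test, p = 0.2, where 0.1 is the smallest that 3 samples against 3 allow). Of the 168 genes, 91 were higher at 25°C, 16 of them called, and 77 were lower, 11 of them called. For the 92 metabolism family genes the mean was 5.112 ± 0.083 at 15°C and 5.162 ± 0.021 at 25°C (SD, n = 3 each), a difference of 0.05 (exact permutation test, p = 0.5), with 47 genes higher and 45 lower at 25°C. The defense difference was largest, 0.182, with a pseudocount of 0.1 CPM, and smallest, 0.019, without replicate 2 at 15°C. The metabolism difference changed sign with the median over the family, to -0.134. A block for the replicate number leaves these differences at 0.083 and 0.05 by design (pairing, exact permutation p = 0.264). The metabolism families cover fatty acid and aldehyde enzymes only. They leave out the ribosomal protein and proteasome genes, most of which were lower at 25°C on both diets. From the Gene Ontology terms, the paper concludes that on *E. coli* heat enhances defense and decreases metabolic gene expression.

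**Figure D1:**
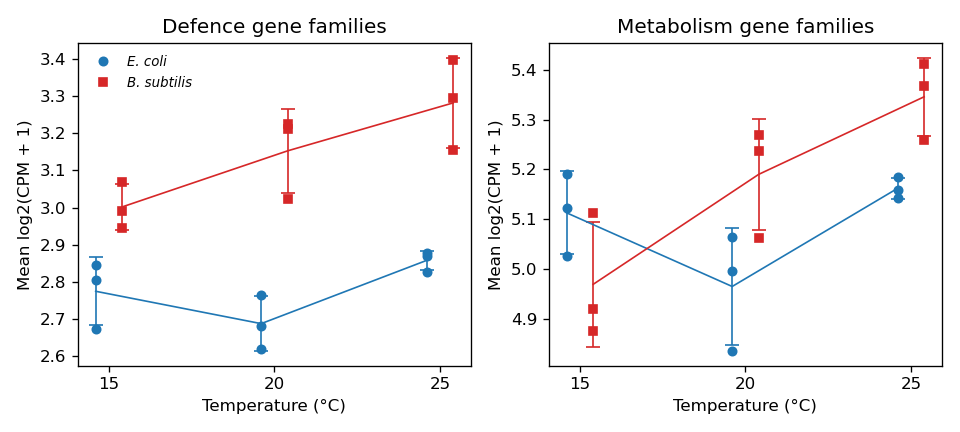
Mean log2 (CPM + 1) of the defense (left) and metabolism (right) gene families against temperature in °C, for each sample on *E. coli* (circles) and *B. subtilis* (squares), drawn slightly apart for legibility. Lines join the condition means and bars show the SD of 3 replicates. On *B. subtilis* the defense mean was 3.002 at 15°C and 3.282 at 25°C and the metabolism mean 4.969 and 5.346, while on *E. coli* they were 2.774 and 2.857, and 5.112 and 5.162.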

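On *B. subtilis*, the defense family mean rose from 3.002 ± 0.063 at 15°C to 3.282 ± 0.122 at 25°C in log2 (CPM + 1) (SD, n = 3 each), a difference of 0.281 with every sample at 25°C above every sample at 15°C (exact permutation test, p = 0.1, the smallest possible). Of the 168 genes, 102 were higher at 25°C, 35 of them called, and 66 lower, 10 of them called. The metabolism family mean rose from 4.969 ± 0.126 to 5.346 ± 0.079 (SD, n = 3 each), a difference of 0.377 (exact permutation test, p = 0.1), with 59 genes higher and 33 lower. The filter of 10 counts in every sample moved the defense difference to 0.48, the median over the family moved it to 0.142, and a pseudocount of 0.1 CPM moved the metabolism difference to 0.445. The replicate number as a block gave 0.262 and 0.363 (pairing, exact permutation p = 0.264). The difference between the diets in the change was 0.198 for defense (exact permutation test, p = 0.4) and 0.327 for metabolism (exact permutation test, p = 0.015). Both permutations shuffled the diet labels at each temperature separately, so a plain diet difference enters their reference values. They do not isolate the interaction. For defense, where the diets differed at every temperature, the test cannot decide whether the changes differed.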

However, when worms are grown on *B. subtilis* and the temperature is increased to 25°C, *C. elegans* decreased defense response gene expression and enhanced expression of genes associated with metabolic functions (Figure 8). 

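The number of genes that differed between the diets was 1340 at 15°C, 759 at 20°C and 607 at 25°C, and the mean distance between the diets was 34.27, 33.26 and 27.56. In fits of only the compared conditions, 682, 54 and 231 genes were higher on *E. coli*, and 389, 195 and 501 on *B. subtilis*, in order of rising temperature. Both were then lowest at 20°C, so the steady fall in the number of genes depends on the fit. The diet by temperature interaction held 10.21% of the sum of squares of the regularized log2 values, and 182 genes were called for it between 15°C and 25°C. That number ranged from 63 to 322 when a sample was left out and was 102 with the replicate number as a block (pairing, exact permutation p = 0.264). The paper reasons from the opposite directions of the gene functions that temperature modulates the effect of diet.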

These results indicate that the effect of the diet on the worm transcriptome can be modulated by fluctuations in the physiological temperature range of the worm.

**Figure 8:**
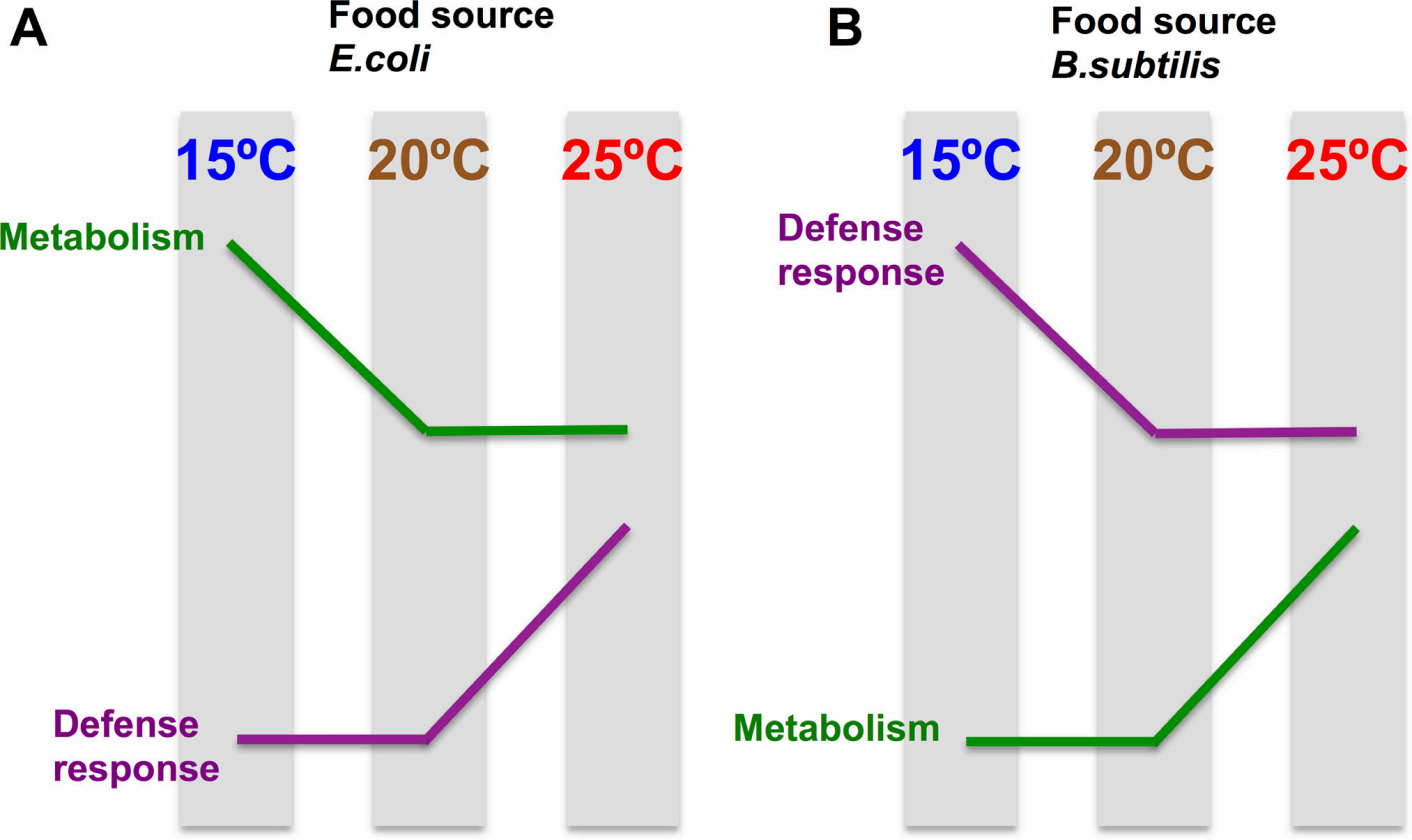
The transcriptomic temperature response is opposite in nematodes grown on an *E. coli* diet vs a *B. subtilis* diet (**A**) *E. coli* fed worms enhance defense response gene expression and decrease expression of genes associated with metabolic functions when the maintenance temperature increases. Genes involved in metabolism are significantly up-regulated in *E. coli* fed worms compared to *B. subtilis* fed worms, independently of the tested temperature. (**B**). *B. subtilis* fed worms decrease defense response gene expression and enhance expression of genes associated with metabolic functions when the maintenance temperature increases. Genes involved in defense response are significantly up-regulated in *B. subtilis* fed worms compared to *E. coli* fed worms, independently of the tested temperature.

The worm transcriptional response to temperature might also be influenced by the growth efficiency of the bacterial diet. For example, the optimal growth temperature for bacteria is higher than that of *C. elegans*: 37°C for *E. coli* [55], and 28–35°C for *B. subtilis* (www.atcc.org) compared to 20°C for *C. elegans*. Therefore, when worms are grown at 25°C, the temperature is closer to the optimal temperature for bacterial growth than at 20°C or at 15°C. This could explain why when *C. elegans* are maintained at a higher temperature in the more pathogenic *E. coli* diet, the nematode activates transcription of genes involved in the immune defense system. Under these adverse conditions metabolism is down-regulated. In contrast, when worms are grown on a non-pathogenic diet, optimal growth conditions for the bacterial food source correlate with an up-regulation of genes involved in metabolism to ensure proper nutrition and growth.

In summary, we report that *C. elegans* undergo significant transcriptomic changes when maintenance temperature fluctuates between the physiologically accepted experimental range. Our data also show that the *C. elegans* transcriptional response to temperature highly depends on the bacterium type used as lab diet. Altogether, our results suggest an adaptive mechanism of the nematode metabolism to the different composition and toxicity of the food sources and temperature growth conditions. This mechanism might be conserved through evolution and would ensure animal survival in a changing environment.

## MATERIALS AND METHODS

### Strains and growth conditions

Wild-type (N2) nematodes and the transgenic strain AY101: cIs101 [F35E12.5p::GFP + *rol-6*(*su1006*)] were obtained from the *Caenorhabditis* Genetic Center (CGC, University of Minnesota) and immediately stored as frozen stocks to minimize the genetic drift that may happen in isolated populations growing along the time [12]. Worms were thawed and grown under standard conditions (http://www.wormbook.org) on NGM plates seeded with *E. coli* OP50 or *B. subtilis* PY79 as food source, and incubated at 15°C, 20°C and 25°C during at least 3 generations before starting the experiments. After that, worm populations were synchronized by “bleaching” with hypochlorite solution, maintained in M9 medium during 20 hours to allow hatching eggs and synchronization at the first larval stage (L1) [13]. Then, worms were grown at the corresponding temperatures and bacteria diet until day 1 of adulthood, at the beginning of egg laying (120h at 15°C, 84h at 20°C, 60h at 25°C). To conduct experiments, 5–7 ml of distilled water was poured on to each plate of worms and gently swirled for 10 seconds to wash the worms off the plate. The water containing the worms was then transferred to a 50 ml centrifuge tube and the worms were allowed to settle to the bottom of the tube. The worms were washed with fresh distilled water 2–3 times to remove bacteria and other food sources. The worm sediment was used for the subsequent RNA extraction. Experiments were performed in triplicate to provide a statistical value for gene expression comparison between the different conditions (Figure 1A).

### RNA extraction

RNA from *C.elegans* cultured at 15°C, 20°C and 25°C feeding *E. coli* OP50 or *B. subtilis* PY79 diet was isolated using an RNeasy Mini kit and treated with DNase I (Qiagen) following the manufacturer’s instructions. Integrity and concentration of RNA was determined using the Experion^™^ automated electrophoresis system (Bio-Rad). RNA with an integrity value > 8.9 underwent further analysis.

### cDNA library preparation and ultrasequencing

Sequencing libraries were prepared by following the TruSeq RNA Library (LS) Preparation Kit v2 (Illumina Inc.) from 500 ng of mRNA. All libraries were run in a HiSeq 1500 PE100 lane in Rapid mode, pooled in equimolar amounts to a 10 nM final concentration. Library concentration was measured via qPCR using the KAPA library quantification kit for Illumina sequencing platforms (Kapa Biosystems) before high throughput sequencing.

### Validation of the sequencing results

Gene products with significant expression differences at 15°C and 25°C (T05E11.9, *nex-1* and D2045.2) underwent further confirmation by Real-Time PCR. 500 ng from each RNA extraction was DNAse treated (Promega) and reverse transcribed with SuperScript III First-Strand Synthesis kit (Invitrogen) in a total volume of 20 microlitres according to the manufacturer’s instructions. The mRNA quantification was performed by Real Time-PCR using Power SYBR Green Master Mix (ThermoFisher Scientific) and specific primers in a 7300 quantitative Real Time PCR System (Applied Biosystems, Carlsbad, CA). Normalization to actins’ expression (*act-1*) was used to calculate relative expression. The experiments were repeated in three independent replicas. Primers pairs used for RT-qPCR were: T05E11.9 Fw: TTTGGAGTGCCCCTGTATGT; T05E11.9 Rv: ATGCTCTTCCAACCAGACGA; ZC155.1 Fw: TGTCAACGTCATCACCTCGA; ZC155.1 Rv: TCCCTTCATGGCAGCCTTAA;D2045.2 Fw: GGAAGCGATTCTCCGTGTTC; D2045.2 Rv: CAACGACAGGCAGAATCTCG*act-1* Fw: CCGAGCGTGGTTACTCTTTC; *act-1* Rv: GCGATTTCTTGCTCGAAGTC.

### Bioinformatic analysis

The quality of RNA-seq results was firstly assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The raw reads were trimmed, filtered with a Phred quality score of at least 25 and all adapters removed with Trimmomatic software [14].

Clean reads were aligned versus the N2 *Caernohabditis elegans* reference genome (release WBcel235.85, http://www.ensembl.org/Caenorhabditis_elegans/Info/Index) by using Tophat2 [15] with default parameters. Resulting alignment files were quality assessed with Qualimap2 [16] and sorted and indexed with Samtools software [17]. After read count on gene features with the FeatureCounts tool [18], quantitative differential expression analysis between conditions was performed both by DESeq2 [19] and edgeR [20] implementations, to compare all groups in pairs to analyze the effect of the two variables of this study: food sources (*E. coli* diet vs *B. subtilis* diet) and growth temperatures (15°C vs 20°C vs 25°C). Both of them, implemented as R Bioconductor packages, perform read-count normalization by following a negative binomial distribution model. In order to automate this process and facilitate all group combination analysis, the SARTools pipeline [21] was used. The resulting data was obtained as an .html file and .csv tables, including density count distribution analysis, pairwise scatter plots, cluster dendrograms, Principal Component Analysis (PCoA) plots, size factor estimations, dispersion plots and MA- and volcano plots. Resulting tables, including raw counts, normalized counts, Fold-Change estimation and dispersion data for each of the analysis methods (DESeq2 and edgeR) were annotated with additional data from Biomart (https://bioconductor.org/packages/release/bioc/html/biomaRt.html), WormBase (http://www.wormbase.org) and org.Ce.eg.db (https://bioconductor.org/packages/release/data/annotation/html/org.Ce.eg.db.html) databases. Final tables also include the associated gene name, Ensembl Transcript and protein information, GO Term ID and names, EntrezID, UniprotTrEMBL information and Human ortolog ID and gene name data. Normalized values for each gene were graphically represented into barplots for all samples under different temperature and feeding conditions.

To control the False Discovery Rate (FDR), p-values were amended by Benjamini-Hochberg (BH) multiple testing correction [22]. Those features showing corrected p-values below a 0.05 threshold were considered as significantly up- or down-regulated genes. In order to reinforce downstream analysis and discard false-positive over/under-expressed genes, common up- and down-regulated features were extracted from DESeq2 and edgeR tables. The CRAN packages eVenn (https://CRAN.R-project.org/package = eVenn) and pheatmap (https://CRAN.R-project.org/package = pheatmap) were used to graphically represent Venn diagrams and heatmap plots showing these common features.

Gene Ontology enrichment analysis was performed for common up/down regulated genes by using clusterProfiler package [23] through its enrichGO tool. This tool uses a hypergeometric BH model to obtain adjusted q-values. Each GO category (Biological Process –BP-, Molecular Function –MF, and Cellular Component –CC-) was represented in barplots, showing its relative abundance and associated *q*-value. Similarly, KEGG and Reactome pathway analysis was conducted by clusterProfiler (enrichKEGG) and ReactomePA [24] tools. The KEGG pathway maps were obtained with Pathview package [25].

The regularized log2 transformation (rlog) data was represented into a 2-dimension Principal Component Analysis (PCA) plot, by tacking DESeq2 expression values (Figure 1B). It shows temperature growing conditions in different colors and food types in different plotting symbols. Sample-to-sample Euclidean distances were calculated from the rld data and represented in a heatmap, showing the adjacent clustering information (Figure 1C).

### Statistical analysis

Statistical significance of the overlap between groups of genes was assessed by calculation of the Representation Factor. The Representation Factor (RF) is the number of overlapping genes divided by the expected number of overlapping genes drawn from two independent groups. A representation factor > 1 indicates more overlap than expected of two independent groups; a representation factor < 1 indicates less overlap than expected; and a representation factor of 1 indicates that the two groups overlap by the number of genes expected for independent groups of genes (http://nemates.org/MA/progs/overlap_stats.html).

## SUPPLEMENTARY MATERIALS FIGURE AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

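The data set holds 18 libraries of wild-type day 1 adult worms, 3 biological replicates for each of the 6 conditions made by 2 diets (*E. coli* and *B. subtilis*) and 3 temperatures. The harvest times were 120 h at 15°C, 84 h at 20°C and 60 h at 25°C. The condition of each sample was taken from its label and from the methods of the paper. The replicate labels of *B. subtilis* at 20°C and 25°C are 1, 2 and 4.

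The authors trimmed the reads with Trimmomatic, aligned them to WBcel235 with TopHat2 and counted fragments on the exons of 46739 genes with featureCounts, unstranded, in pairs, and without fragments assigned to several places or genes. The deposited files hold the raw fragment count of each gene in each sample, as integers, and were used as such. Gene symbols, biotypes and coordinates were taken from a later Ensembl annotation of the same assembly, WBcel235, joined by gene identifier. Between 2436350 and 5396913 fragments were counted per sample, with medians of 4935602 on *E. coli* and 3722618 on *B. subtilis*. At the smallest of these depths, 1 CPM is about 2 fragments, so that the values of genes near the filter rest on few counts.

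Genes with at least 1 CPM in at least 3 samples were kept, which left 14033. They were fitted in a single model of all 18 samples with a mean for each condition, in edgeR 4.0.16 (TMM normalization, quasi-likelihood F test) and in DESeq2 1.42.0 (Wald test), under R 4.3.3. A gene was called when the Benjamini-Hochberg adjusted p was under 0.05 in both tools with the same sign. The standard error given with an edgeR log2 fold change is its size divided by the square root of F. The comparisons were 25°C with 15°C, 25°C with 20°C and 20°C with 15°C on each diet, the diets at each temperature, and the interaction of diet with the change from 15°C to 25°C. The procedure was tested on simulated data with 200 changed genes, of which 168 were called with the right sign. Of 100 genes simulated as raised at 25°C only, 83 entered the exclusively hot set, and no gene was called in a comparison without simulated change. The changes were of 1 or 2 in log2, in *E. coli* at 25°C, in genes well above the filter, with the same dispersion in every condition. Smaller changes, genes near the filter and the wider spread at 20°C were not simulated.

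Exclusively hot genes were those higher at 25°C than at 15°C and than at 20°C and not called between 15°C and 20°C, and false hot genes those higher at 25°C than at 15°C but not than at 20°C. Exclusively cold and false cold genes were defined in the same way from the genes higher at 15°C. Genes called in the same set on both diets formed the common sets, and genes called in the same direction at every temperature the diet sets. The representation factor is the observed overlap divided by the overlap drawn by chance among the tested genes, with a hypergeometric p. Principal components and Euclidean distances were computed on regularized log2 values, the former from the 500 most variable genes. Shares have Wilson confidence intervals.

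Gene families were defined by symbol prefix, and their enrichment was tested by Fisher's exact test with a correction over 546 pairs of set and family. A family score is the mean of log2 (CPM + 1) over the tested genes of the family. Scores were compared by exact permutation, over 10 splits for 2 conditions (smallest p 0.1), over 8000 assignments of the diet labels within temperatures (smallest p 0.00025), and over 400 for the interaction (smallest p 0.005). These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The genes named in the text are those the paper names, all 8 genes of Supplementary Table 8, and for each other supplementary table the 3 genes with the largest absolute log2 fold change among those called by both tools with every replicate of one condition above every replicate of the other.

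The alternatives tried were each tool alone, edgeR's likelihood ratio test, DESeq2's size factors in edgeR, no filter on low counts, a filter of 10 counts in every sample, the replicate number as a block, fits of only the compared conditions, and each sample left out in turn. For distances and components they were the variance stabilizing transformation, log2 CPM with a prior count of 2, and all tested genes or the 500 most variable. For family scores they were a pseudocount of 0.1 CPM, DESeq2's size factors, no filter and the median over the family. For the representation factor, the universe of every gene with at least 1 count was tried as well.

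Gene Ontology and pathway enrichment, the promoter motifs, the RT-qPCR values and the reporter images were not analysed here, because the annotation, the genome sequence and the measurements are not in the files analysed here. Gene names of the supplementary tables that could not be matched to an identifier were left out, between 0 and 18 per table. The listed genes were selected by the authors from these same libraries. Their direction and their overlap with the sets found here are therefore not independent evidence.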

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

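The tests, sets, gene families and alternatives were chosen before the processed files arrived, except for the biotype, mitochondrial and gene length comparisons and the molting gene list, which were made after looking at the values. For the mitochondrial share, and for the low counts and near-identical copies of the noncoding genes, the predictions were written only after the result was seen.

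A difference between the diets in the response to temperature flagged 182 genes, whose change from 15°C to 25°C had an interaction with diet. Of the 80 regroupings of the samples, 3 gave as many genes, the real grouping included, and 1 of them gave 1098. The regroupings shuffled the diet labels within temperatures, so that a plain diet difference can turn into an apparent interaction. They therefore cannot decide whether the interaction is real. After thinning every sample to 2436350 counts, 117 of the 182 genes kept the interaction in edgeR, so the smaller libraries on *B. subtilis* do not account for most of them. The number depends on the samples, from 63 to 322 across the 18 fits that each left out a sample. Library batch was not recorded and was not tested, and the interaction cannot be told apart from a batch that follows diet and temperature.

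The metabolism family score was flagged because its change from 15°C to 25°C differed between the diets, by 0.327 (0.05 on *E. coli*, 0.377 on *B. subtilis*, exact permutation p = 0.015 over 400 assignments). These assignments shuffled the diet labels at each temperature. Their p-values, here and for the proteases, therefore test for any diet effect and do not isolate the interaction. After thinning to equal depth the difference was 0.315 (exact permutation p = 0.035), and without the gene with the largest interaction it was 0.296 (exact permutation p = 0.02), with 57 of 92 genes in the same direction. Over the prefixes taken singly the lowest adjusted p of an interaction was 0.08. A diet-dependent metabolic response may underlie the difference, as a hypothesis that a batch effect would equally allow, since no batch is recorded.

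The protease family score was flagged for the same reason, with an interaction of 0.963 (-0.952 on *E. coli*, 0.011 on *B. subtilis*, exact permutation p = 0.005, the smallest the design allows). The exact permutation p stayed at 0.005 after thinning (0.959) and without the gene with the largest interaction (0.826), and 15 of 18 genes had a positive interaction. On *E. coli* 15 of the 18 genes were lower at 25°C. Depth and single genes do not account for the difference, and an unrecorded batch was not tested.

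A signal in genes the paper does not discuss was the share of counts on mitochondrial genes, which was 0.586 ± 0.065% on *E. coli* and 0.375 ± 0.113% on *B. subtilis* (SD, n = 9 each), a difference of -0.211 (exact permutation p = 0.001 over 8000 assignments), with 12 of 13 genes lower on *B. subtilis*. Without the 2 genes with the largest diet difference it was -0.206 (exact permutation p = 0.001). The share did not rise with the total count within either diet. On *E. coli* Pearson r was -0.269 (permutation p = 0.48) and Spearman rho -0.083 (permutation p = 0.84), and r was 0.366 without the 2 farthest samples. On *B. subtilis* Pearson r was -0.437, or -0.44 rounded (permutation p = 0.24), Spearman rho was -0.633 (permutation p = 0.076), and r was -0.847 without the 2 farthest samples. These are 2 of 8 relations computed, with adjusted p of 0.48 and 0.32. Only 1 *E. coli* sample had a total below the highest *B. subtilis* total, so the pattern cannot be told apart from a library batch that follows diet.

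Another signal the paper does not discuss lay in the 80 exclusively hot genes of both diets. Of the 77 with a known biotype, 22 (28.6%) were not protein coding, against 3.8% of the other tested genes (odds ratio 10.15, Fisher's exact p = 1.05e-13, adjusted over 14 sets 7.35e-13), 15 of them pseudogenes. Sets matched for mean CPM held 3.2% on average, and none of 10000 reached the share (permutation p = 0.0001, the smallest they can give). Only 4 of the 22 lie within 1 kb of another gene higher at 25°C on both diets, so reads of such annotated neighbors account for few. Longer transcripts outside the annotation were not checked. Fragments that matched several places were not counted. Whether reads misplaced from near-identical copies contribute could still not be decided for the 15 pseudogenes without the genome sequence. The pattern cannot be told apart from that explanation.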

How the results depend on the processing

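A number of genes was counted as unchanged when it stayed within 1.5 times the main number, a share when it stayed within its confidence interval, the share of a component when it moved by less than its jackknife error, a tested value when its direction and its side of the threshold stayed, and a score from 15°C to 25°C when its direction stayed. By these rules 10 of 49 headline results were unchanged under every alternative, although their sizes moved. Among them, only the share of PC2 was judged by its size. The distance ratio, the 3 representation factors and the defense and *ugt* scores between the diets kept their direction and stayed past the threshold, while the factor of the false hot genes ran from 3.42 to 10.24 and that of the exclusively hot genes from 26.62 to 58.16. For the distance ratio, the threshold concerns the presence of a diet effect and not whether diet outweighs temperature. The defense scores from 15°C to 25°C on each diet and the metabolism score on *B. subtilis* kept only their direction, and the defense score on *B. subtilis* ran from 0.142 to 0.48. On *E. coli* the defense score ran from 0.019 to 0.182. Of 1250 headline rows, 245 changed by the same rules. For the named genes, 1951 of 2042 rows were unchanged, 66 fell short of the threshold that the main fit passed, 25 passed it where the main fit did not, and 0 reversed. Named genes removed by the filter of 10 counts have no value under it, and *hlh-15* was not tested.

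DESeq2's Wald test alone asks less of genes with small or variable counts than both tests together, which could raise the numbers near the threshold. It gave 37 (*E. coli*, higher at 15°C than at 20°C), 22 (*E. coli*, higher at 20°C than at 15°C), 16 (*E. coli*, exclusively cold), 3.74% (share of false hot genes, *E. coli*), 53 (*B. subtilis*, higher at 15°C than at 20°C), 180 (*B. subtilis*, higher at 20°C than at 15°C), 230 (*B. subtilis*, higher at 20°C than at 25°C), 37 (*B. subtilis*, exclusively cold), 12.34% (share of false hot genes, *B. subtilis*), 16.32% (share of false cold genes, *B. subtilis*) and 322 (interaction genes). The likelihood ratio test, which ignores the uncertainty of the dispersion, gave 35 (*E. coli*, higher at 15°C than at 20°C), 21 (*E. coli*, higher at 20°C than at 15°C), 13 (*E. coli*, exclusively cold), 3.72% (share of false hot genes, *E. coli*), 38 (*B. subtilis*, higher at 15°C than at 20°C), 160 (*B. subtilis*, higher at 20°C than at 15°C), 25 (*B. subtilis*, exclusively cold), 11.15% (share of false hot genes, *B. subtilis*), 11.48% (share of false cold genes, *B. subtilis*) and 312 (interaction genes). Without a low-count filter, where more genes enter the dispersion fit and the correction, the values were 21 (*E. coli*, higher at 15°C than at 20°C), 11 (*E. coli*, higher at 20°C than at 15°C), 7 (*E. coli*, exclusively cold), 21 (*B. subtilis*, higher at 15°C than at 20°C), 110 (*B. subtilis*, higher at 20°C than at 15°C), 14 (*B. subtilis*, exclusively cold), 9.31% (share of false hot genes, *B. subtilis*) and 12.21% (share of false cold genes, *B. subtilis*). Fits of only the compared conditions estimate the dispersion from fewer samples. They gave 3 (*E. coli*, higher at 15°C than at 20°C), 0 (*E. coli*, higher at 20°C than at 15°C), 81 (*E. coli*, higher at 20°C than at 25°C), 1 (*E. coli*, exclusively cold), 0% (share of false hot genes, *E. coli*), 10.06% (share of false cold genes, *E. coli*), 65 (*B. subtilis*, higher at 25°C than at 20°C), 624 (*B. subtilis*, higher at 15°C than at 25°C), 1 (*B. subtilis*, higher at 15°C than at 20°C), 3 (*B. subtilis*, higher at 20°C than at 15°C), 17 (*B. subtilis*, higher at 20°C than at 25°C), 63 (*B. subtilis*, exclusively hot), 1 (*B. subtilis*, exclusively cold), 623 (*B. subtilis*, false cold), 0.35% (share of false hot genes, *B. subtilis*), 1.93% (share of false cold genes, *B. subtilis*), 40 (both diets, exclusively hot), 54 (20°C, higher on *E. coli*), 195 (20°C, higher on *B. subtilis*), 38 (all temperatures, higher on *E. coli*), 114 (all temperatures, higher on *B. subtilis*) and 404 (interaction genes). The filter of 10 counts in every sample removes genes that are absent in a condition, and gave 10 (*E. coli*, higher at 20°C than at 15°C), 16.4% (share of false cold genes, *E. coli*), 11.76% (share of false cold genes, *B. subtilis*), 1 (both diets, exclusively cold) and -0.02 (*E. coli* metabolism score). The replicate number as a block takes up degrees of freedom, and no pairing was detected (exact permutation p = 0.264). It gave 0 (*E. coli*, higher at 20°C than at 15°C), 2 (*E. coli*, exclusively cold), 0% (share of false hot genes, *E. coli*), 16.59% (share of false cold genes, *E. coli*), 6 (*B. subtilis*, higher at 15°C than at 20°C), 29 (*B. subtilis*, higher at 20°C than at 15°C), 140 (20°C, higher on *E. coli*), 90 (25°C, higher on *E. coli*), 269 (25°C, higher on *B. subtilis*), 44 (all temperatures, higher on *E. coli*) and 102 (interaction genes). Size factors in place of TMM gave 11.89% (share of false cold genes, *B. subtilis*) and 1 (both diets, exclusively cold). Log2 CPM with a prior count of 2 gave 39.03% (PC1 share). With all tested genes the components gave 30.38% (PC1 share). The median over the family reversed the sign and gave -0.134 (*E. coli* metabolism score).

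Across the 18 fits that each left out a sample, the lowest and highest values were 235 to 590 (*E. coli*, higher at 25°C than at 15°C), 140 to 317 (*E. coli*, higher at 25°C than at 20°C), 194 to 648 (*E. coli*, higher at 15°C than at 25°C), 3 to 45 (*E. coli*, higher at 15°C than at 20°C), 0 to 13 (*E. coli*, higher at 20°C than at 15°C), 48 to 190 (*E. coli*, higher at 20°C than at 25°C), 105 to 199 (*E. coli*, exclusively hot), 130 to 412 (*E. coli*, false hot), 1 to 16 (*E. coli*, exclusively cold), 192 to 641 (*E. coli*, false cold), 0 to 2.16 (share of false hot genes, *E. coli*), 8.16 to 28.33 (share of false cold genes, *E. coli*), 605 to 1231 (*B. subtilis*, higher at 25°C than at 15°C), 120 to 215 (*B. subtilis*, higher at 25°C than at 20°C), 480 to 1099 (*B. subtilis*, higher at 15°C than at 25°C), 2 to 33 (*B. subtilis*, higher at 15°C than at 20°C), 8 to 120 (*B. subtilis*, higher at 20°C than at 15°C), 29 to 165 (*B. subtilis*, higher at 20°C than at 25°C), 107 to 187 (*B. subtilis*, exclusively hot), 436 to 1080 (*B. subtilis*, false hot), 1 to 24 (*B. subtilis*, exclusively cold), 471 to 1086 (*B. subtilis*, false cold), 1.38 to 8.98 (share of false hot genes, *B. subtilis*), 3.09 to 22.74 (share of false cold genes, *B. subtilis*), 51 to 146 (both diets, false hot), 0 to 1 (both diets, exclusively cold), 102 to 330 (both diets, false cold), 475 to 914 (15°C, higher on *E. coli*), 288 to 588 (15°C, higher on *B. subtilis*), 134 to 334 (20°C, higher on *E. coli*), 98 to 267 (25°C, higher on *E. coli*), 232 to 473 (25°C, higher on *B. subtilis*), 63 to 322 (interaction genes) and -0.01 to 0.077 (*E. coli* metabolism score). Fewer replicates lower the number of genes past the threshold, and leaving out a sample far from its replicates, as replicate 2 of *B. subtilis* at 20°C, could raise it, as to 322 interaction genes.

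Depth limits the numbers as well. With every sample thinned to 2436350 counts, 303 genes were higher at 25°C than at 15°C on *E. coli* and 836 on *B. subtilis*, and 2 and 6 were exclusively cold.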

Differences from the paper's values

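On *E. coli*, the number of genes higher at 15°C than at both 20°C and 25°C was 4 against the paper's 35, and the exclusively cold genes numbered 4 against the paper's 29. Values were counted as differing when one was more than 1.5 times the other. None of the 26 alternatives set before the files arrived brought either number within 1.5 times the paper's, with values between 1 and 19 for the former and between 1 and 16 for the latter.

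On *B. subtilis*, 1022 genes were higher at 15°C than at 25°C against the paper's 640, and 1013 were false cold against the paper's 630. Of the 26 alternatives set before the files arrived, 12 brought each number within 1.5 times the paper's, which does not mean that they reached it. These were no low-count filter (836 and 819), the filter of 10 counts in every sample (879 and 867), the replicate block (727 and 721), fits of only the compared conditions (624 and 623), and the fits without replicate 1, 2 or 3 of *E. coli* at 25°C, without replicate 1 or 2 of *B. subtilis* at 15°C, and without replicate 1, 2 or 4 of *B. subtilis* at 25°C, the lowest of them 480 and 471 without replicate 2 of *B. subtilis* at 25°C. The other 14, each tool alone, the likelihood ratio test, DESeq2's size factors and the other left-out samples, did not.

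The representation factor of the false hot genes was 5.3 against the paper's 8.3. Of 27 alternatives set before the files arrived, 18 gave a factor within 1.5 times the paper's, several of them only just, with most of the difference remaining. They were DESeq2's size factors in edgeR (5.54), no low-count filter (10.24), the replicate block (7.91), fits of only the compared conditions (6.48), the universe of every gene with at least 1 count (8.38), and the fits without replicate 1, 2 or 3 of *E. coli* at 15°C (7.84, 6.49 and 6.53), replicate 1, 2 or 3 of *E. coli* at 25°C (6.28, 6.45 and 6.81), replicate 1 or 2 of *B. subtilis* at 15°C (6.1 and 6.77), replicate 1 or 4 of *B. subtilis* at 20°C (5.89 and 5.65) and replicate 1, 2 or 4 of *B. subtilis* at 25°C (5.55, 5.94 and 6.86). Each tool alone, the likelihood ratio test, the filter of 10 counts and the remaining left-out samples did not. Of 40 values compared, 26 from the text and 14 from figures, 5 differed.

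The paper states that false hot genes are lower at 15°C than at 20°C. The direction was the same here for 323 of 330 genes on *E. coli* and 911 of 923 on *B. subtilis*, but only 3 and 37 were called. The paper also states that false cold genes are lower at 25°C than at 20°C. All but 5 of 486 and 10 of 1013 genes had that direction here, and 98 and 92 were called. False hot and false cold genes are chosen by their change between 15°C and 25°C. That choice favors these directions, which are therefore weak evidence. It states that defense genes decrease at 25°C on *B. subtilis*, where the defense family score was higher by 0.281 (exact permutation p = 0.1, the smallest possible) and 102 of 168 genes were higher. It states that metabolic genes decrease at 25°C on *E. coli*, where the fatty acid and aldehyde families tested gave no clear direction. Ribosomal protein and proteasome genes, which these families leave out, were lower at 25°C on both diets, 74 of 77 and 33 of 33 on each. The metabolism family score changed by 0.05 (exact permutation p = 0.5), and by -0.134 with the median over the family, -0.02 with the filter of 10 counts and -0.01 without replicate 2 at 15°C. It states that the responses on the diets are opposite, whereas 538 of the 553 genes called on both changed in the same direction. Among the 182 interaction genes, 136 changed with opposite signs on the diets. The families here are defined by symbol and the paper's by Gene Ontology.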

Other observations

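More genes were called between 25°C and 15°C on *B. subtilis* (2138) than on *E. coli* (987), a ratio of 2.17. With every sample thinned to the same depth the ratio was 2.6, so library size does not account for the excess. The biological coefficient of variation was 0.107 on *E. coli* and 0.12 on *B. subtilis*, a ratio of 0.89, so the replicate spread was not smaller on *B. subtilis*. Fits of only the compared conditions gave 560 genes higher and 657 lower at 25°C on *E. coli*, and 911 and 624 on *B. subtilis*. There the genes lower at 25°C were not more numerous on *B. subtilis*, so the excess depends on which samples enter the fit. A stronger response on *B. subtilis* may remain as a hypothesis, and batch was not tested.

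Each of the 9 comparisons of 2 conditions was repeated over the 10 splits of its 6 samples. In each, 1 of the 10, the real split, gave as many genes, which is the smallest share that 3 samples against 3 allow. The largest number in any other split was 462, for the diets at 20°C. Over 80 regroupings of all samples, 1, the real one, gave as many genes for the exclusively hot, false hot and false cold sets of each diet and of both diets, for the exclusively cold genes on *B. subtilis*, and for both diet sets. For the exclusively cold genes on *E. coli*, 2 regroupings gave as many, with a maximum of 31. The common exclusively cold set held 0 genes in all 80, so its size carries no information. Regroupings reached 502 false hot and 251 false cold genes on *B. subtilis*.

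The second principal component set replicates of a condition apart. A list of molting and cuticle gene prefixes was made once its genes had been seen, and the predictions for it, for library size and for gene length were written after the results were seen. The score of 48 such genes outside the component's 500 had a Pearson r with PC2 of -0.479 over 18 samples (permutation p = 0.044), Spearman rho of -0.406 (permutation p = 0.096), and r of -0.237 without the 2 farthest samples. Within *E. coli* r was -0.846 (permutation p = 0.0044), rho -0.867 (permutation p = 0.0045) and -0.757 without the 2 farthest. Within *B. subtilis* r was -0.299 (permutation p = 0.43), rho -0.1 (permutation p = 0.81) and 0.284 without the 2 farthest. The adjusted p over the 8 relations computed were 0.18, 0.035 and 0.48. A molting stage may contribute on *E. coli*. On *B. subtilis* no relation was detected, but 9 samples cannot exclude a weaker one, and the correlations of the diets were not compared.

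For the total count, Pearson r with PC2 was -0.403 over all samples (permutation p = 0.097, Spearman rho -0.482, permutation p = 0.045, r without the 2 farthest samples -0.501). Within *E. coli* it was -0.495 (permutation p = 0.18, rho -0.517, permutation p = 0.16, without the 2 farthest -0.602), and within *B. subtilis* -0.497 (permutation p = 0.18, rho -0.6, permutation p = 0.097, without the 2 farthest -0.617). The adjusted p over the 8 relations were 0.26, 0.29 and 0.29.

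Gene length did not account for the diet differences, with a Spearman rho of -0.033 across genes, which are not independent replicates, between exonic length and the mean diet log2 fold change. Replicate 2 of *B. subtilis* at 20°C lay at a mean distance of 35.31 from its replicates and nearest to a sample at 15°C. Without it, 8 genes were exclusively cold on *B. subtilis* in place of 7, so the spread of this 20°C sample does not account for the small set. Leaving out other samples gave from 1 to 24 exclusively cold genes on *B. subtilis* and from 1 to 16 on *E. coli*. The size of these sets therefore does depend on single samples. For the defense score on *B. subtilis*, the share of the family higher at 25°C was 0.607, which gives the direction of most genes but does not test whether a few large changes set the size of the mean. The median over the family lowered the rise from 0.281 to 0.142 and omitting the low-count filter lowered it to 0.16, so the size of the rise depends on how the family is summarized and filtered.

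The transcription factor gene *mdl-1* had a log2 fold change from 15°C to 25°C of 0.24 on *E. coli* (adjusted p = 0.56 in edgeR) and 0.69 on *B. subtilis* (adjusted p = 0.045 in edgeR), where 13 of the 18 fits that left out a sample did not call it and the block for the replicate number gave an adjusted p of 0.097 in edgeR (pairing, exact permutation p = 0.264). *hlh-15* had too few counts to be tested. *act-1* had -0.37 and 0.34 (adjusted p = 0.19 and 0.2 in edgeR).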
